# Identification of histone deacetylase inhibitors as neutrophil recruitment modulators in zebrafish using a chemical library screen

**DOI:** 10.1242/dmm.050056

**Published:** 2023-10-13

**Authors:** Sijia Fan, Jinlong Jiang, Huan Zhang, Cuihong Wang, Shang Kong, Tingting Zhao, Ling Meng, Yang Liu, Jingjing Qin, Xiuqin Rong, Zhenting He, Qinke He, Ke He, Ketong Chen, Ling Lei, Xinyu Hai, Hong Nie, Chunguang Ren

**Keywords:** Zebrafish, Neutrophil, Cell migration, HDAC, AR-42

## Abstract

Tissue injury-induced neutrophil recruitment is a prerequisite for the initiation and amplification of inflammatory responses. Although multiple proteases and enzymes involved in post-translational modification (PTM) of proteins regulate leukocyte recruitment, an unbiased functional screen of enzymes regulating inflammatory leukocyte recruitment has yet to be undertaken. Here, using a zebrafish tail fin amputation (TFA) model to screen a chemical library consisting of 295 compounds that target proteases and PTM enzymes, we identified multiple histone deacetylase (HDAC) inhibitors that modulate inflammatory neutrophil recruitment. AR-42, a pan-HDAC inhibitor, was shown to inhibit neutrophil recruitment in three different zebrafish sterile tissue injury models: a TFA model, a copper-induced neuromast damage and mechanical otic vesicle injury (MOVI) model, and a sterile murine peritonitis model. RNA sequencing analysis of AR-42-treated fish embryos revealed downregulation of neutrophil-associated cytokines/chemokines, and exogenous supplementation with recombinant human IL-1β and CXCL8 partially restored the defective neutrophil recruitment in AR-42-treated MOVI model fish embryos. We thus demonstrate that AR-42 non-cell-autonomously modulates neutrophil recruitment by suppressing transcriptional expression of cytokines/chemokines, thereby identifying AR-42 as a promising anti-inflammatory drug for treating sterile tissue injury-associated diseases.

## INTRODUCTION

It is well established that the inflammatory response functions as a defense mechanism that has evolved in higher organisms to protect them from infection and injury, and has recently emerged as an important regulator in homeostatic processes; however, excessive inflammation can result in pathological outcomes (Antonelli and Kushner, 2017; Gusev and Zhuravleva, 2022; Medzhitov, 2021). Inflammatory responses typically involve four consecutive steps, namely, inflammatory inducer presentation, sensor detection, inflammatory signals production by the sensor, and effector cell functioning (Medzhitov, 2008). Inflammation can be induced by tissue damage resulting either from sterile tissue injury or infection (the retrospective mode of induction), or by bacterial or viral components/products prior to tissue damage (the prospective mode of induction). These contrasting types of inflammatory induction are characterized by both common and differential mechanisms of inflammation recognition and subsequent immune modulation mediated by cytokines and effector cells (Medzhitov, 2021). During sterile tissue injury, damaged and dying cells produce or release damage-associated molecular patterns (DAMPs), such as high mobility group box 1 (HMGB1) protein, ATP, S100 proteins, mitochondrial formylated peptides and mitochondrial DNA. These DAMPs are sensed by a range of innate immune receptors, referred to as pattern recognition receptors, located on immune sentinel cells, which include macrophages, monocytes, dendritic cells, endothelial cells and stromal cells. In turn, these sentinel cells release multiple inflammatory cytokines, including TNFα and IL-1, as well as reactive oxygen species (ROS), that contribute to initiating neutrophil recruitment that further amplifies the inflammatory response, which is important for tissue repair and regeneration (Gong et al., 2020; Pittman and Kubes, 2013; Zindel and Kubes, 2020). As a key effector cell type involved in initiating inflammatory responses, neutrophils infiltrate damaged tissues via the process of transvascular migration, also referred to as extravasation, followed by interstitial migration, a sequence of events that is conserved from zebrafish to humans (Powell et al., 2017; Shelef et al., 2013). This directional transvascular migration of neutrophils is dependent on the presence of an intravascular chemokine gradient, whereas a gradient of DAMPs released directly from the site of injury provides the most potent chemotactic cue for neutrophils that have entered the interstitium and are in close proximity to the target wound (McDonald and Kubes, 2011). Notably, as a DAMP, ATP has been found to be released from neutrophils to induce cell clustering, and neutrophils tend to migrate in a clustered formation throughout the interstitial space, a process also referred to as neutrophil swarming (Kienle and Lämmermann, 2016). Furthermore, using a zebrafish tail fin amputation (TFA) model, Niethammer and colleagues found that epithelial cell-produced hydrogen peroxide forms a tissue-scale gradient to mediate the interstitial migration of neutrophils (Niethammer et al., 2009). In addition, it has been demonstrated that tissue injury/necrosis-induced nuclear swelling functions as a mechanotransducer that senses damage and activates cytosolic phospholipase A2 (cPLA2) to mediate the synthesis of pro-inflammatory eicosanoids, which serve as chemoattractants for neutrophil recruitment in a zebrafish TFA model (Enyedi et al., 2016; Katikaneni et al., 2020). However, although an extensive range of studies conducted to date have largely elucidated the molecular mechanisms underlying neutrophil recruitment into injured tissue (Pittman and Kubes, 2013), novel regulators in this process remain to be identified.

The zebrafish has emerged as a major model organism for the study of human diseases, including cancers and hematopoietic, cardiovascular, metabolic, immune and organ-specific diseases (Choi et al., 2021; Dooley and Zon, 2000; Lieschke and Currie, 2007). As vertebrates, zebrafish show high conservation with humans in terms of genetics and organ development. In contrast to mammals, the transparent zebrafish embryos develop externally, and numerous zebrafish leukocyte-specific transgenic reporter lines have been established and widely used (Choi et al., 2021). The *in vitro* fertilization and development, small size (1-2 mm for embryos and 3-4 cm for adult fish) and high fecundity (200-400 offspring/week/adult parents) of zebrafish are conducive to high-throughput *in vivo* drug screening using these fish (Lam and Peterson, 2019; Patton et al., 2021; Zon and Peterson, 2005). Importantly, it has been established that there is a clear temporal separation between the innate and adaptive immune responses in zebrafish, whereby only the innate immune system is functional during the first month of their lifespan (Novoa and Figueras, 2012). This unique advantage identifies zebrafish as a suitable system for studying the vertebrate innate immune response *in vivo*, independently of the adaptive immune response. Accordingly, zebrafish-based studies make a significant contribution to inflammatory disease modeling and anti-inflammatory drug development (Xie et al., 2020; Zanandrea et al., 2020). The zebrafish embryonic TFA model is a well-established acute tissue injury-induced sterile inflammatory model, which is widely used in the study of leukocyte recruitment and drug screening (Xie et al., 2020), and several studies have employed this model to screen for neutrophil recruitment suppressors in chemical libraries, including the Library of Pharmacologically Active Compounds (LOPAC) (Liu et al., 2013), the Prestwick Chemical Library (Hall et al., 2014) and other natural product libraries (Wang et al., 2014; Ye et al., 2015).

The migration of leukocytes is dependent on a network of molecules that include cytokines, chemokines and adhesion molecules. Notably, the synthesis, maturation and functioning of these molecules are all tightly controlled by proteolysis and post-translational modifications (PTMs) (Loh and Su, 2016; Smigiel and Parks, 2017; Van Lint and Libert, 2007; Vanheule et al., 2018). Proteases, such as matrix metalloproteinases, act beyond the extracellular matrix to modify cytokines, chemokines, antimicrobial peptides, surface proteins, receptors and junctional proteins, thereby regulating leukocyte activation and migration (Smigiel and Parks, 2017; Van Lint and Libert, 2007). However, although PTMs of cytoskeletal/adhesion-associated proteins, chemokines and their receptors play fundamental roles in the dynamic regulation of leukocyte migration (Loh and Su, 2016; Vanheule et al., 2018), an unbiased and appropriate scale of the functional screening of proteases and PTM enzymes that regulate inflammatory leukocyte recruitment remains to be reported. In this study, we performed a chemical screen for zebrafish neutrophil recruitment suppressors in a TFA model using a commercial chemical library comprising ∼300 chemicals that target proteases and PTM enzymes. Based on this screen, we identified multiple histone deacetylase (HDAC) inhibitors (HDACIs) as a representative cluster of hit compounds. By performing transcriptomic analysis, we further found that treatment with AR-42 (*N*-hydroxy-4-{[(2S)-3-methyl-2-phenylbutanoyl] amino} benzamide) downregulates the expression of cytokines/chemokines, and thereby contributes to the suppression of neutrophil recruitment.

## RESULTS

### HDACIs suppress tissue injury-induced neutrophil recruitment

Neutrophil-specific transgenic zebrafish *Tg(mpx:GFP)^i114^* embryos [3 days post fertilization (dpf)] were used to create a TFA model (Fig. 1A), and fluorescence images of the zebrafish larvae were captured at 6 h post amputation. Using this TFA model, we analyzed the effects of 295 protease and PTM enzyme inhibitors (Fig. S1A) on tissue injury-induced neutrophil recruitment, and accordingly found 41 inhibitors that suppressed neutrophil recruitment to the wound sites (Fig. 1B; Table S1). Among these hit compounds, we identified ten HDACIs, namely, panobinostat, M344, TMP269, belinostat, parthenolide, scriptaid, TMP195, AR-42, quisinostat 2HCL and splitomicin, that significantly suppressed the proportion and number of neutrophils recruited to the tail (Fig. 1C,D; Fig. S1B). Notably, these HDACIs had no discernible effect on the total number of neutrophils present throughout the embryos (Fig. S1C), thereby indicating the absence of any pro-apoptotic effects of HDACIs in this TFA model.

**Fig. 1.**
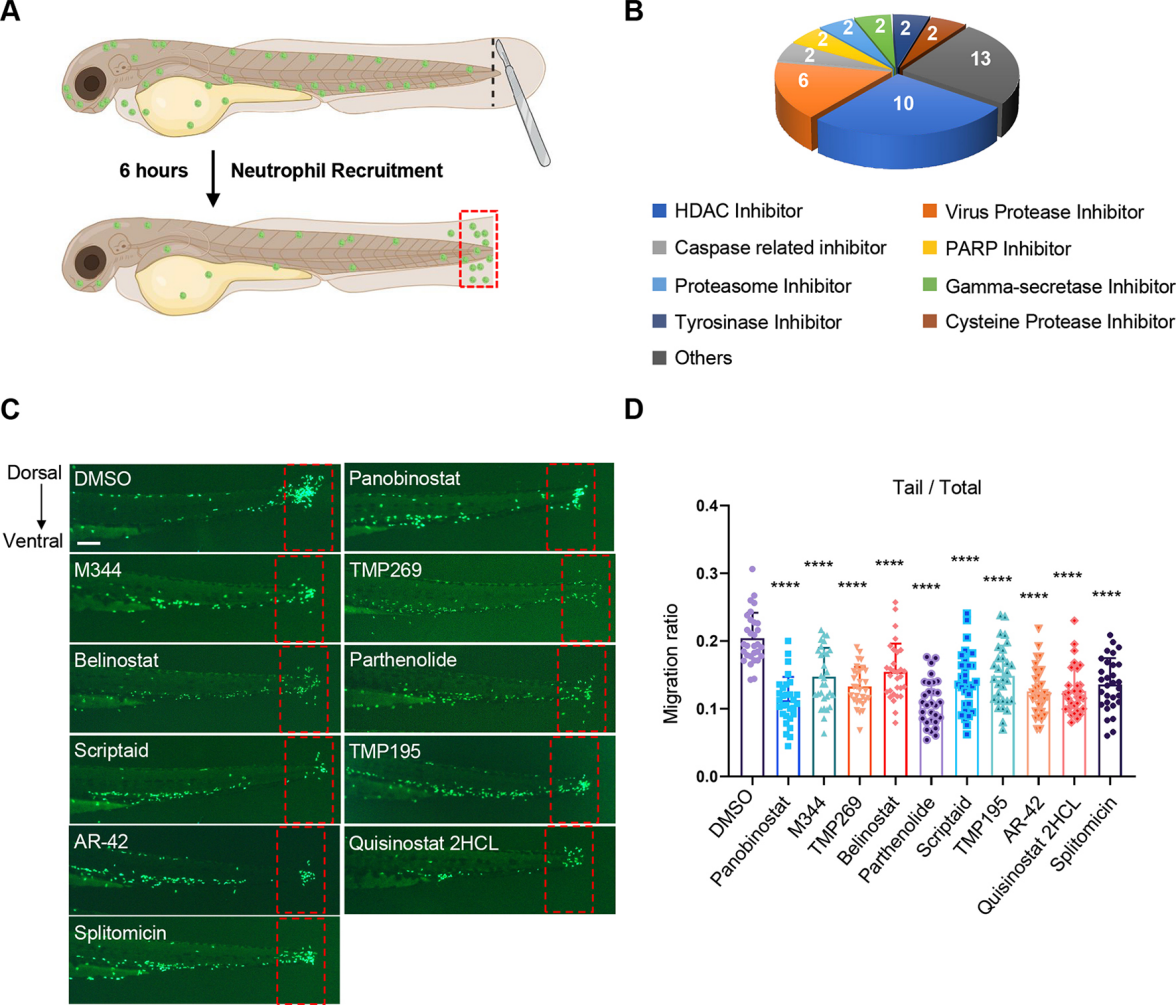
**HDACIs suppress tissue injury-induced neutrophil recruitment.** (A) Schematic diagram of the 3-day-post-fertilization (dpf) *Tg(mpx:GFP)^i114^* zebrafish embryonic tail fin amputation (TFA) model with imaging at 6 h post amputation. The diagram was created with BioRender.com. (B) Classification of 41 of 295 inhibitors targeting proteases and post-translational modification (PTM) enzymes that significantly inhibited neutrophil recruitment in zebrafish TFA model. (C) Representative fluorescence images of 3-dpf *Tg(mpx:GFP)^i114^* embryos treated with ten HDACs inhibitors from the library that suppressed zebrafish neutrophil recruitment in the TFA model. The red dashed rectangles denote the areas used for neutrophil counting. Scale bar: 100 µm. (D) Quantitative analysis of neutrophil recruitment in C (*n*=30) (see Materials and Methods for details). Each data point represents an individual embryo. Each HDACI group was individually compared with the DMSO group. Error bars represent mean±s.d. ****P<0.0001 (one-way ANOVA with Dunnett's test). The experiments in C,D were repeated four times.

HDAC enzymes are grouped into four classes, class I-IV (de Ruijter et al., 2003). To investigate whether HDAC inhibition acts in a class-specific manner to modulate neutrophil recruitment, we further examined the effects of the following class-specific HDACIs on neutrophil recruitment in the TFA model: class I HDACIs (entinostat and BG45), class IIa HDACIs (TMP269 and LMK235), class IIb HDACIs (CAY10603 and tubastatin A), class IV HDACIs (elevenostat and SIS17) and a class III sirtuin inhibitor (suramin). The results revealed that inhibitors from all four HDAC classes suppressed neutrophil recruitment in zebrafish (Fig. S1D,E), thus indicating the absence of any class-specific effects among the HDACIs.

Collectively, the aforementioned data indicated that HDACIs modulate the inflammatory recruitment of neutrophils in this zebrafish model of acute tissue injury-induced sterile inflammation. Notably, among the 41 hit compounds, we identified AR-42, a new pan-HDACI with a low IC_50_ value (30 nM) that is currently in clinical trials for the treatment of cancer (Bondarev et al., 2021). However, with the exception of two previous studies that have reported that AR-42 modulates pro-inflammatory cytokine expression (Liao et al., 2018; Qu et al., 2016), the immune regulatory role of this inhibitor remains largely unknown, and it has yet to be determined whether AR-42 regulates leukocyte recruitment. Accordingly, in this study, we sought to focus on AR-42, with the aim of gaining detailed insights into the functional role of HDACI in neutrophil recruitment and to elucidate the associated underlying mechanisms.

### The pan-HDACI AR-42 inhibits tissue injury-induced neutrophil migration in a dose-dependent manner in the zebrafish TFA model

We found that AR-42 effectively inhibited neutrophil recruitment in the TFA model in a dose-dependent manner (Fig. 2A,B; Fig. S2A). Moreover, treatment with 10 μM AR-42 had no significant effect on either the number or distribution pattern of neutrophils in uninjured zebrafish embryos (Fig. S2B,C), thereby indicating that neutrophil differentiation and hemostasis are unaffected by AR-42. Furthermore, pre-treatment with 10 μM AR-42 for 4 h was observed to promote a marked reduction in the migration of neutrophils in zebrafish (Fig. S2D). To characterize this neutrophil migration behavior, we tracked the migrating neutrophils individually using TFA zebrafish embryos pre-treated with 10 μM AR-42 for 4 h. The results revealed that, compared with the control embryos, the AR-42-pre-treated embryos exhibited a slower velocity and reduced directionality (Fig. 2C-E), which was consistent with a non-significant slight reduction in the Euclidean distance (Fig. S2E). Additionally, we detected no significant difference in the accumulated distance (Fig. S2F). Collectively, these data indicate that AR-42 inhibits tissue injury-induced neutrophil migration in zebrafish in a dose-dependent manner.

**Fig. 2.**
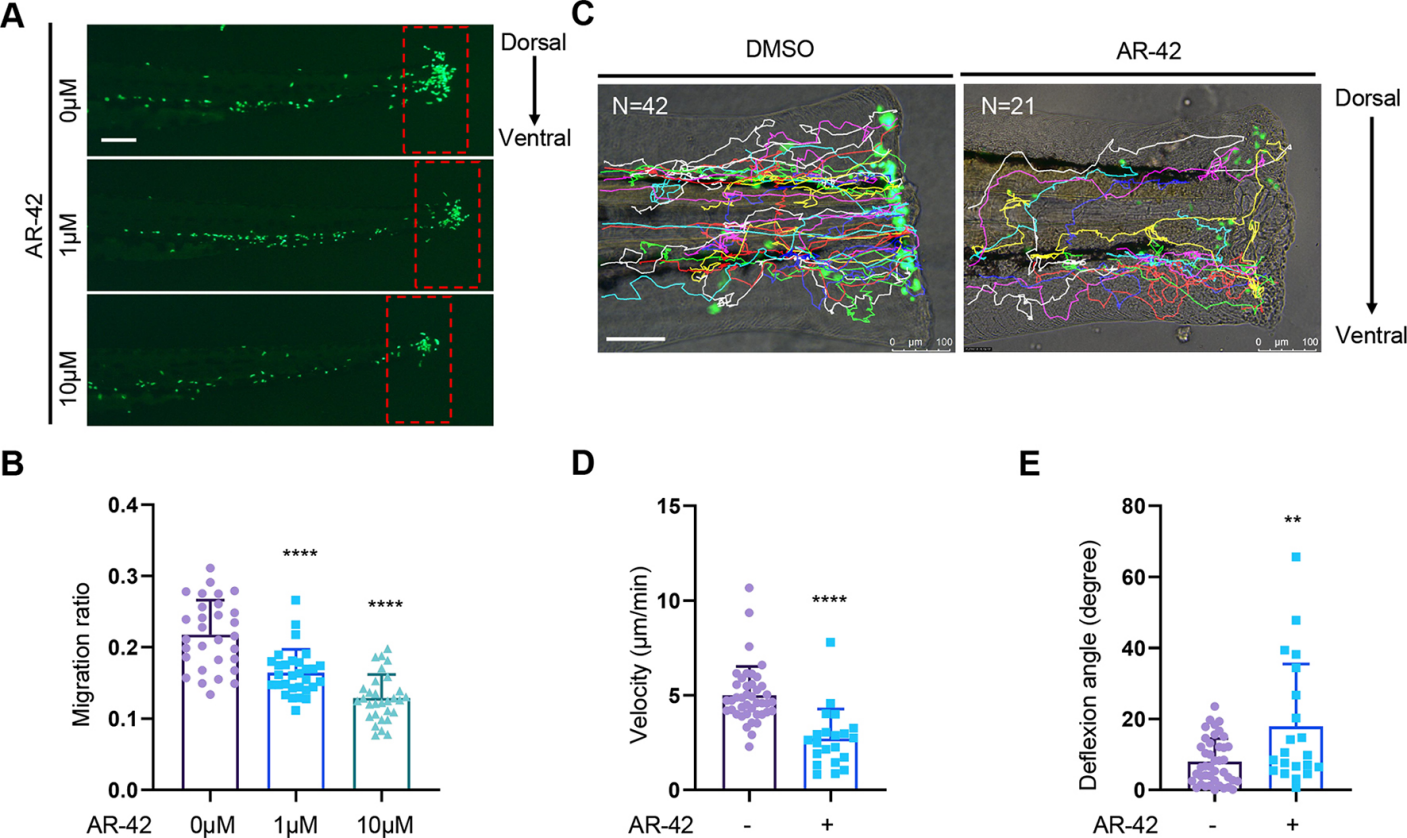
**Pan-HDACI AR-42 inhibits tissue injury-induced neutrophil migration in the zebrafish TFA model in a dose-dependent manner.** (A,B) Representative fluorescence images (A) and quantitative analysis (B) of neutrophil recruitment to the wound area of 3-dpf *Tg(mpx:GFP)^i114^* embryos treated with DMSO or AR-42 in the TFA model (*n*=30). Scale bar: 100 µm. The red dashed rectangles denote the areas used for neutrophil counting. Each data point represents an individual embryo (one-way ANOVA with Dunnett's test). The AR-42-treated group was individually compared with the DMSO group. (C) Representative migration trajectories of neutrophil chemotaxis toward the wound in DMSO- or 10 µM AR-42-treated 3-dpf *Tg(mpx:GFP)^i114^* embryos in the TFA model. Scale bar: 100 µm. ‘N’ denotes the number of GFP^+^ neutrophils that were tracked in one embryo. (D,E) Quantitative analysis of neutrophil migratory velocity (D) and deflexion angle (E) in C. Each data point represents an individual GFP^+^ neutrophil (two-tailed unpaired Student's *t*-test). Error bars represent mean±s.d. **P<0.01; ****P<0.0001. The experiments in A,B and C-E were repeated four and three times, respectively.

We also examined the effects of AR-42 on macrophage recruitment. Interestingly, using a transgenic zebrafish macrophage reporter line, *Tg(mpeg1:Gal4)gl24;Tg(UAS:Nfsb-mCherry)i149*, we observed no appreciable influence of AR-42 treatment on macrophage hemostasis or recruitment to the wound (Fig. S3A-E), which indicates the specific inhibition of neutrophil migration by AR-42.

### AR-42 suppresses zebrafish neutrophil recruitment in copper-induced neuromast damage and mechanical otic vesicle injury models

We further examined whether AR-42 exhibited a broad inhibitory effect on neutrophil recruitment using two different aseptic zebrafish tissue injury models. d'Alençon et al. (2010) have demonstrated that exposure of zebrafish larvae to sublethal concentrations of copper sulfate selectively damages the sensory hair cell population and induces infiltration of leukocytes to neuromasts within 20 to 40 min, and we accordingly established a chemical-induced zebrafish tissue injury model, referred to as the copper-induced neuromast damage (CIND) model, which can be used to quantitatively analyze neutrophil recruitment in zebrafish neuromasts at 3 dpf (Fig. 3A). The results revealed that, compared with DMSO treatment, AR-42 treatment effectively suppressed neutrophil recruitment to neuromast regions (Fig. 3B,C). Additionally, we established a novel quantitatively aseptic mechanical otic vesicle injury (MOVI) model to validate the role of AR-42 in modulating neutrophil recruitment, using which we demonstrated that a mechanical stab of the otic vesicle induced a rapid wave of neutrophil recruitment to the wounded otic vesicle within 1 h, with the neutrophil influx reaching a peak at approximately 3 h post injury (Fig. 3D; Fig. S4A,B). Consistent with observations using the CIND model, we found that AR-42 treatment also caused a reduction in neutrophil infiltration into the injured otic vesicle in the MOVI model (Fig. 3E,F). These results thus indicate that AR-42 broadly suppresses the inflammatory recruitment of neutrophils in multiple sterile tissue injury models.

**Fig. 3.**
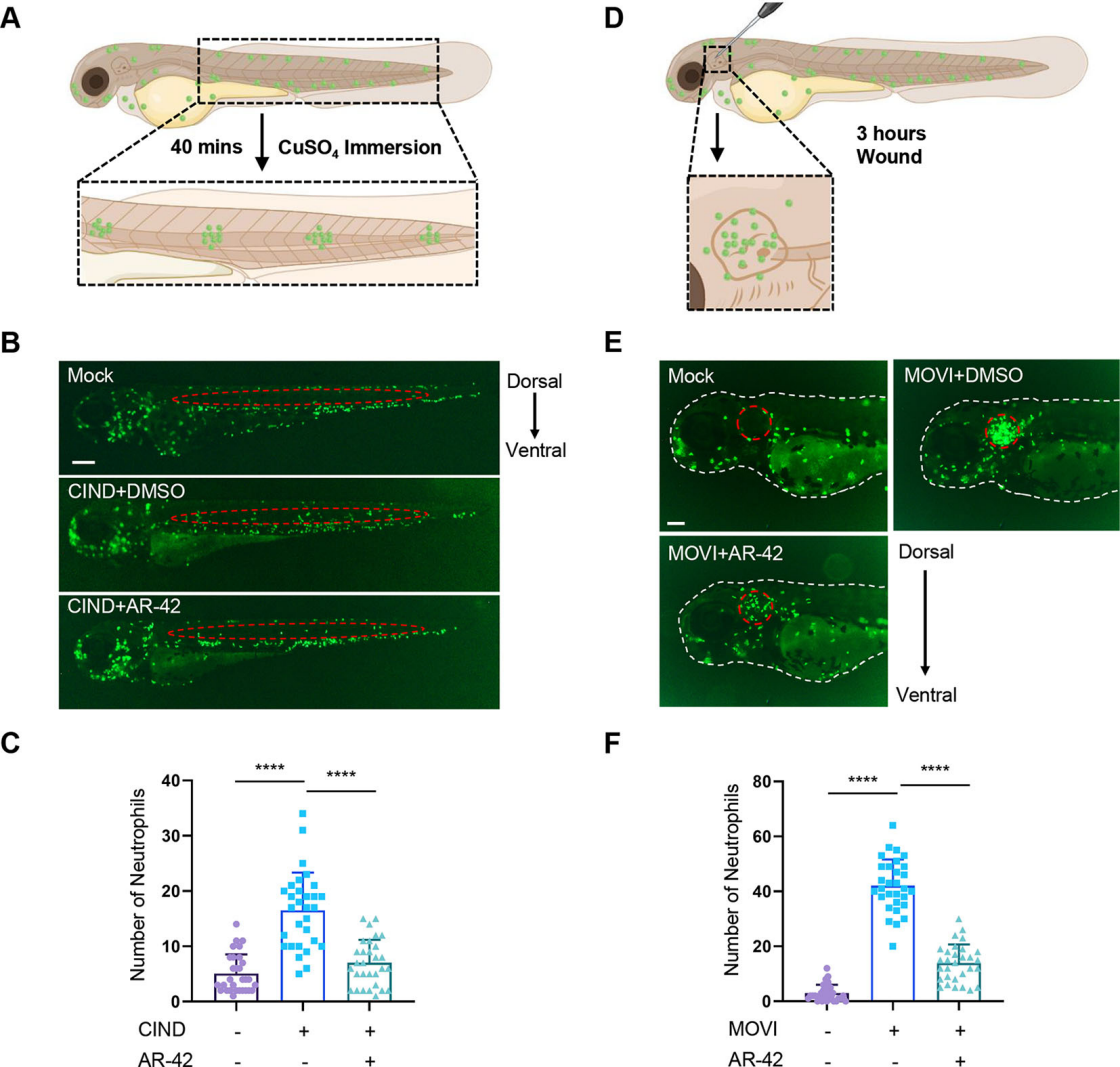
**AR-42 suppresses the zebrafish neutrophil recruitment in CIND and MOVI models.** (A) Schematic diagram of the copper-induced neuromast damage (CIND) model. (B) Representative fluorescence images of DMSO- or AR-42-treated 3-dpf *Tg(mpx:GFP)^i114^* embryos in the CIND model. Scale bar: 200 µm. The red dashed ovals denote the neuromast regions used for neutrophil counting. (C) Quantification of neutrophils recruited to zebrafish neuromasts in B (*n*=30). (D) Schematic diagram of the mechanical otic vesicle injury (MOVI) model. (E) Representative fluorescence images of DMSO- or AR-42-treated 3-dpf *Tg(mpx:GFP)^i114^* embryos in the MOVI model. Scale bar: 100 µm. The white dashed lines denote the contours of the embryos. The red dashed circles denote the otic vesicle contours. (F) Quantification of neutrophils recruited to the zebrafish otic vesicle in E (*n*=30). Each data point represents an individual embryo (one-way ANOVA with Dunnett's test) in C,F. Error bars represent mean±s.d. ****P<0.0001. The experiments in B,C,E,F were repeated four times.

### AR-42 inhibits neutrophil inflammatory recruitment in a sterile mouse peritonitis model

Having demonstrated that AR-42 suppresses neutrophil recruitment in sterile zebrafish tissue injury models, we further investigated whether AR-42 also affects mouse neutrophil recruitment *in vivo* by using an autoclaved thioglycollate medium-induced mouse peritonitis model, which is an acute inflammatory model characterized by predominant neutrophil infiltration. The results revealed that the injection of AR-42 promoted a robust attenuation of neutrophil infiltration into the inflamed peritoneal cavity (Fig. 4A-D), thereby providing evidence that AR-42 also influences neutrophil recruitment in a sterile mouse peritonitis model.

**Fig. 4.**
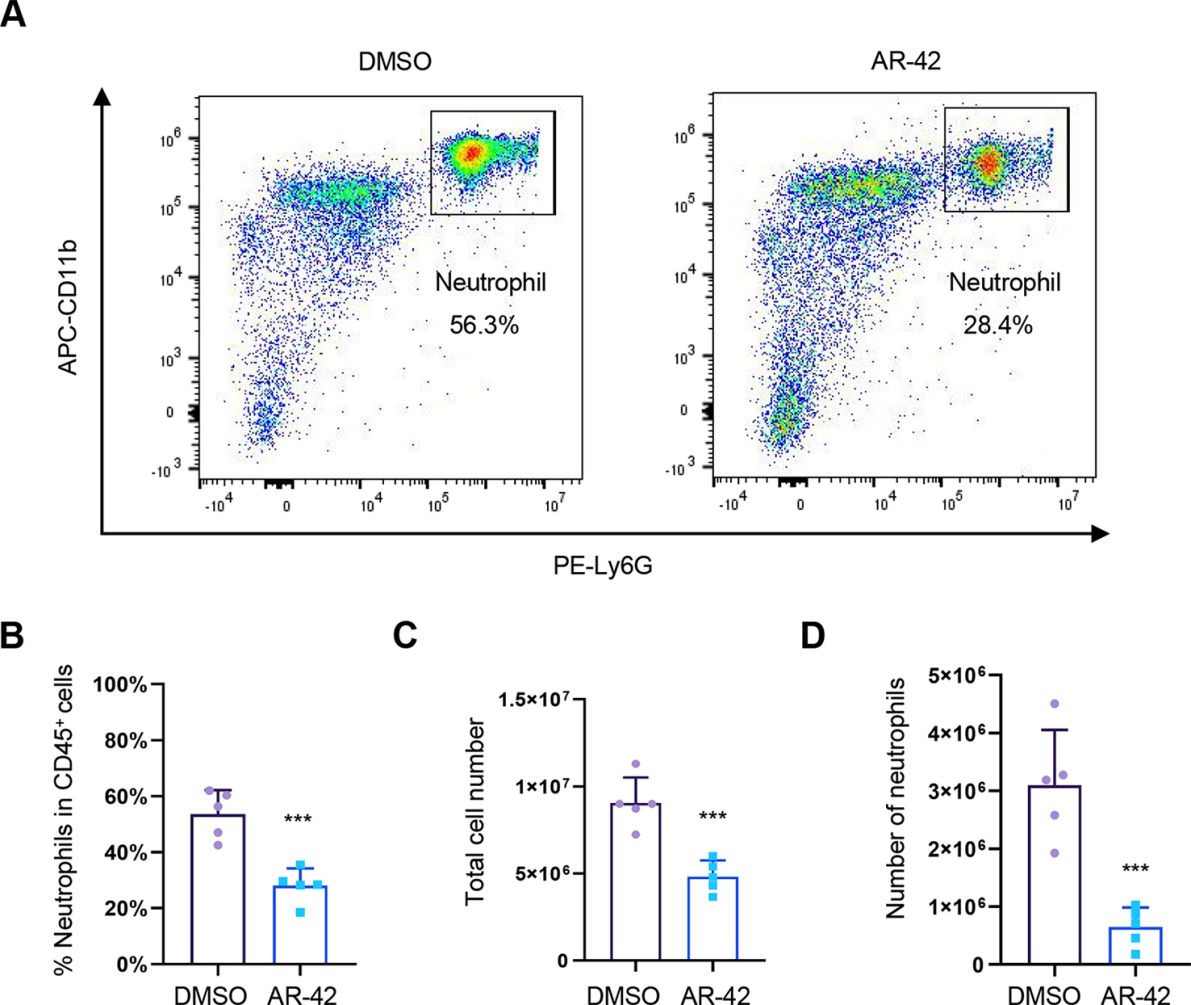
**AR-42 inhibits neutrophil inflammatory recruitment in the mouse peritonitis model.** (A) Representative dot plots of neutrophil percentages that were analyzed by flow cytometry. (B) Quantitative analysis of the percentage of neutrophils in CD45^+^ cells in peritoneal lavage fluid. (C) Quantitative analysis of total cell number in peritoneal lavage fluid. (D) Quantitative analysis of the number of neutrophils in peritoneal lavage fluid. Each data point represents an individual mouse (two-tailed unpaired Student's *t*-test). Error bars represent mean±s.d. ***P<0.001. The experiments in A-D were repeated three times.

### AR-42 treatment downregulates the neutrophil migration-associated expression of cytokines/chemokines

Having functionally validated the role of AR-42 in *in vivo* neutrophil recruitment using multiple aseptic zebrafish and mouse tissue injury models, we subsequently sought to determine whether AR-42 acts on neutrophils to directly influence neutrophil migration (in a cell-autonomous manner) or whether this effect is mediated indirectly through other cells (in a non-cell-autonomous manner). To overcome the technical difficulties associated with studying the direct effects of AR-42 on neutrophil migration using *in vivo* tissue injury models, we alternatively investigated whether AR-42 directly modulates the migration of purified neutrophils *in vitro* using the Dunn chamber assay to assess the effects of AR-42 on the chemotaxis of mouse bone marrow-derived primary neutrophils. The results revealed that AR-42-pre-treated neutrophils were characterized by normal migratory velocity, directionality, accumulated distances and Euclidean distances (Fig. S5A-E), indicating that the inhibitory effects of AR-42 on neutrophil migration may be independent of its direct interaction with neutrophils. Consistently, we found that neutrophil spreading, a prerequisite for cell adhesion and migration, was unaffected by AR-42 treatment (Fig. S5F,G). Taken together, these results obtained using purified mouse primary neutrophils indicate that it is unlikely that AR-42 regulates neutrophil migration in a cell-autonomous manner.

We subsequently investigated the inflammatory environmental effects of AR-42 on neutrophil recruitment by performing RNA-sequencing (RNA-seq) analysis using tail tissue obtained from TFA model zebrafish. 

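Tail tissue of wild-type larvae at 3 dpf was sequenced in 4 groups of 4 libraries, which the paper describes as biological replicates. The DMSO and AR-42 groups kept an intact tail fin, whereas the DMSO_TFA and AR-42_TFA groups were treated for 1 h directly after amputation. AR-42, a pan-HDAC inhibitor, was used at 10 μM, and DMSO was its solvent. Tissue posterior to the cloaca holds fin fold, skin, muscle, notochord, spinal cord, vessels and leukocytes. The paper gives n=150 larvae for this collection and does not state how they were divided among the 16 libraries. The authors trimmed the paired reads with Trimmomatic 0.36, aligned them with STAR 2.5.3a and counted them over exons with featureCounts, using the strand of the reads. A read that overlapped several genes was counted for each, so that genes with shared exons share counts. Total counts per library ranged from 18711009 to 19716698 in the DMSO group (median 19321023.5) and from 22431543 to 23399178 in the AR-42 group (median 23054281). They ranged from 18802731 to 21438032 in the DMSO_TFA group (median 20224435.5) and from 17672844 to 24505665 in the AR-42_TFA group (median 23839799).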

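Counts of 20355 genes passed the low-count filter, were scaled by TMM and were fitted together with edgeR's quasi-likelihood model, with 1 coefficient per group and Benjamini-Hochberg adjustment. On the first principal component of log2 CPM, which held 37.7% of the variance, amputated and intact tails lay apart. Libraries of a group differed by little more than counting noise over all genes and by more over abundant ones. Among 21 pairs within groups, the mean chi-square per gene was 1.09 to 1.32, where counting noise alone gives about 1, and 1.33 to 3.27 over genes of more than 2000 counts in the pair. Over all genes it was at least 9.54 between libraries of the AR-42_TFA and DMSO_TFA groups. AR-42_TFA replicate 1 stood apart from its group, with 5.00 to 5.42 in its 3 pairs and mitochondrial transcripts at 1.82% of counts against 1.58% to 1.61%. The p-values given here measure the spread between these libraries, and the files do not show how much of the spread between larvae it holds.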

The RNA-seq results revealed that the cytokine *il11a* was among the top ten downregulated genes in the AR-42-treated tail tissue sample (Fig. 5A), implying that AR-42 modulates cytokine expression. 

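il11a, which encodes a secreted cytokine of the IL-6 family, was lower in the AR-42_TFA group (0.604±0.200 CPM) than in the DMSO_TFA group (1.76±0.246 CPM; n=4 libraries each). This was a log2 fold change of -1.53 (s.e. 0.249, adjusted p = 1.33e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. dusp2 and dusp5, phosphatases that inactivate MAP kinases, fell by 2.10 and 1.82 on the log2 scale, and egr3 and egr2a, zinc finger transcription factors induced by such signals, by 1.76 and 1.58. socs3a, an inhibitor of cytokine receptor signaling, dropped from 99.9±3.08 to 35.21±2.17 CPM (log2 fold change -1.51 (s.e. 0.0387, adjusted p = 9.44e-30) from the same test). Also lower were fam212b (-1.56), znf750 (-1.50), an epidermal differentiation factor, and rgs2 (-1.50), a brake on G protein signaling. il11b, the paralog of il11a and chosen after its values were seen, stood at 57 counts over the 4 DMSO_TFA libraries and 3 over the 4 AR-42_TFA libraries. Its rate in the AR-42_TFA group was 0.0460 of that in the DMSO_TFA group (exact 95% interval 0.00921-0.141, for counting error only).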

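Higher in the AR-42_TFA group were scxb (1.68 on the log2 scale), a transcription factor of tendon cells, lratb (1.64), which encodes a retinol acyltransferase, the secreted kinase gene pkdccb (1.62) and map3k8, a kinase upstream of ERK. irx5b (1.48), foxc1b (1.27) and twist3 (1.24), transcription factors of mesenchyme and patterning, rose too, as did vgll4l (1.44), a TEAD cofactor. amotl2a, an angiomotin family gene, rose from 126±0.580 to 326±4.49 CPM (log2 fold change 1.38 (s.e. 0.0237, adjusted p = 1.98e-35) from edgeR's quasi-likelihood test). Some of these rises were also present without amputation. In intact tails amotl2a stood at 145 to 151 CPM in the DMSO libraries and 320 to 324 CPM in the AR-42 libraries. map3k8 and vgll4l were among the 10 with the largest rise in intact tails, whereas irx5b did not rise there. At the thresholds of the study, 79 genes were higher and 159 lower in the AR-42_TFA group, or 48 and 89 with a filter of at least 1 CPM in 4 libraries, chosen after the results were seen, and 127 were higher with no low-count filter. il11a was number 18 of the 159 by fold, or 11 when genes with clone names are left out. At an adjusted p under 0.05 alone, 3420 genes were higher and 3282 lower, or 4287 and 2527 when scaled by library totals. Without AR-42_TFA replicate 1 they were 3600 and 3335. The position of il11a ranged from 12 without AR-42_TFA replicate 4, in which it was highest of its group, to 41 without AR-42_TFA replicate 3, and was 67 with no filter and 8 with at least 1 CPM in 4 libraries.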

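Cytokine genes were lower in the AR-42_TFA group than in the DMSO_TFA group: 8 of the 22 tested fell and 14 did not pass edgeR's quasi-likelihood test (8 lower when adjusted over the list alone). lepb, a leptin gene, fell from 1.13±0.2499 to 0.394±0.211 CPM (n=4; log2 fold change -1.50 (s.e. 0.311, adjusted p = 7.62e-05)). The list stood lower than other genes by camera (adjusted p = 0.0189). It holds il11a and il6, which the study picked from these libraries, and so is not fully independent evidence. Of 7 CXC chemokine genes, 4 were lower and 1 was higher (4 and 1 when adjusted over the list alone; camera adjusted p = 0.0432, and adjusted p = 0.0733 with an estimated correlation). The lower genes were cxcl8a, cxcl8b.1 and cxcl18b, which the study picked from these libraries, and cxcl20 (-0.44). The higher one, chosen after its value was seen, was cxcl12a (0.24), which encodes a chemokine that guides migrating cells. Among 7 CC chemokine genes, ccl20b (-1.16) and ccl19b (-0.68), which attract lymphocytes and dendritic cells, were lower and 5 did not pass (2 lower when adjusted over the list alone; camera adjusted p = 0.272). Cytokine and chemokine receptor genes went both ways, with 9 of 36 higher and 9 lower (9 and 9 when adjusted over the list alone; camera adjusted p = 0.649, downward, although median and mean were 0.02 and 0.05). ackr3a (1.45), cxcr4a (1.04) and cxcr4b (1.02), whose products bind Cxcl12, rose, and il13ra1 (-0.93) fell.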

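Of 17 neutrophil markers, 5 were lower and 1 was higher in the AR-42_TFA group (6 and 1 when adjusted over the list alone; camera adjusted p = 0.109), with a median of -0.04, or 0.00 by library totals. They were mmp13a (-0.63), mmp9 (-0.50), pglyrp5 (-0.49), lyz (-0.33) and abcb9 (-0.32), and csf3r (0.85), the receptor for the growth factor of neutrophils. The matrix metalloproteinase genes mmp13a and mmp9 are also expressed by wounded epidermis. Amputation alone raised 10 of the 17 neutrophil markers and lowered 0 (camera adjusted p = 4.74e-05). In intact tails AR-42 raised 7 of the 17 and lowered 0 (median 0.25, camera adjusted p = 0.084). The response to amputation was lower with AR-42 for 7 of the 17 and higher for 0 (camera adjusted p = 0.0077), a difference that includes this rise in intact tails. Of 17 macrophage markers, grna (0.68), ctss2.1 (0.53), csf1ra (0.36) and ctss2.2 (0.34) were higher and mpeg1.2 (-0.30) was lower (4 and 1 when adjusted over the list alone; camera adjusted p = 0.37). Of 20 markers of all leukocytes, spi1b (0.17), a myeloid transcription factor, was higher and hcls1 (-0.10), a substrate of leukocyte kinases, was lower (0 and 1 when adjusted over the list alone, and 2 higher and 0 lower by library totals; camera adjusted p = 0.412); the calls are from edgeR's quasi-likelihood test. lyz, abcb9 and mpeg1.2 were named after their values were seen. Terms of GO and KEGG were not tested, and the fixed lists stood in for them. Among the 159 genes lower at the study's thresholds, Fisher's exact test found 4 of 22 cytokine genes (odds ratio 28.9, adjusted p = 0.000411). These were il11a and il6, which the study picked from these libraries, and il11b and lepb. A filter of at least 1 CPM in 4 libraries, chosen after the results were seen, drops il6. The filter drops il11b and lepb too, which reached 1 CPM in fewer than 4 libraries, and leaves il11a. Fisher's exact test found 2 of 7 CXC chemokine genes (odds ratio 51.3, adjusted p = 0.0109), both from the study's own set. Among the 79 higher genes it found 3 of 36 receptor genes (odds ratio 24.2, adjusted p = 0.00366), the receptors of Cxcl12.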

Consistently, Gene Ontology (GO) enrichment analysis revealed a clear enrichment of ‘leukocyte chemotaxis’, ‘neutrophil activation’ and ‘CXCR chemokine receptor binding’ in the AR-42 group (Fig. 5B), and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis revealed a robust enrichment of ‘cytokine signaling’ in the AR-42 group (Fig. 5C). These observations thus prompted us to examine the expression of several neutrophil recruitment-associated cytokines/chemokines, including *il1b*, *il6*, *cxcl8a*, *cxcl8b.1* and *cxcl18b*, in our RNA-seq data. 

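il11a, il1b, il6, cxcl8a, cxcl8b.1 and cxcl18b were each higher in the DMSO_TFA group than in the DMSO group, and each was lower in the AR-42_TFA group than in the DMSO_TFA group. il1b, a main inflammatory cytokine, rose from 0.881±0.142 to 17.2±0.601 CPM after amputation and stood at 11.68±0.559 CPM with AR-42 (n=4 libraries per group). cxcl8b.1, an ortholog of the neutrophil attractant CXCL8, rose from 0.273±0.153 to 7.74±1.15 CPM and stood at 3.12±0.265 CPM with AR-42. For cxcl8a, a further ortholog, the values were 0.298±0.0414, 2.18±0.114 and 0.876±0.137 CPM, and for cxcl18b, a chemokine of inflamed tissue, 1.57±0.410, 19.7±0.966 and 11.9±2.25 CPM. il6, a cytokine of the acute phase, stood at 0.617±0.147 CPM in the DMSO_TFA group and 0.244±0.102 CPM in the AR-42_TFA group. The log2 fold changes with AR-42 were -0.56 (s.e. 0.0598, adjusted p = 3.24e-10) for il1b, -1.31 (s.e. 0.116, adjusted p = 1.17e-12) for cxcl8b.1 and -1.32 (s.e. 0.198, adjusted p = 9.28e-08) for cxcl8a. They were -0.75 (s.e. 0.0775, adjusted p = 1.88e-10) for cxcl18b and -1.30 (s.e. 0.378, adjusted p = 0.00393) for il6, all from edgeR's quasi-likelihood test. After amputation alone, the same test gave 4.28 (s.e. 0.176, adjusted p = 4.16e-31) for il1b, 4.79 (s.e. 0.328, adjusted p = 2.58e-23) for cxcl8b.1, 2.85 (s.e. 0.315, adjusted p = 1.66e-13) for cxcl8a and 3.64 (s.e. 0.166, adjusted p = 2.49e-26) for cxcl18b. il11a had 3 counts over the 4 DMSO libraries and 137 over the 4 DMSO_TFA libraries, a ratio of rates of 47.6 (exact 95% interval 16.0-234, for counting error only), and il6 had 5 and 48, a ratio of 10.0 (4.00-32.2). In each of these 12 contrasts every library of the higher group lay above every library of the lower (exact two-sided permutation p = 0.0286, the smallest that 4 against 4 can give).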

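In intact tails the 6 genes were low, and AR-42 gave il1b a log2 fold change of 0.42 (s.e. 0.220, adjusted p = 0.105) and cxcl18b one of -0.32 (s.e. 0.228, adjusted p = 0.269) from edgeR's quasi-likelihood test. il11a, with 2 counts over the 4 AR-42 libraries, could not show a difference at this depth. The response to amputation itself was weaker with AR-42 for il1b (interaction -0.97 (s.e. 0.228, adjusted p = 0.000251)) and cxcl8b.1 (-1.65 (s.e. 0.434, adjusted p = 0.00274)). For il11a (-0.88 (s.e. 1.404, adjusted p = 0.748)), il6 (0.00 (s.e. 1.27, adjusted p = 0.932)), cxcl8a (-0.80 (s.e. 0.485, adjusted p = 0.235)) and cxcl18b (-0.43 (s.e. 0.240, adjusted p = 0.196)) the interaction did not pass in this test. As a set chosen by the study from these libraries, and so not independent evidence, 6 of 6 were lower (6 when adjusted over the list alone; camera adjusted p = 3.72e-06).

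**Figure D1:**
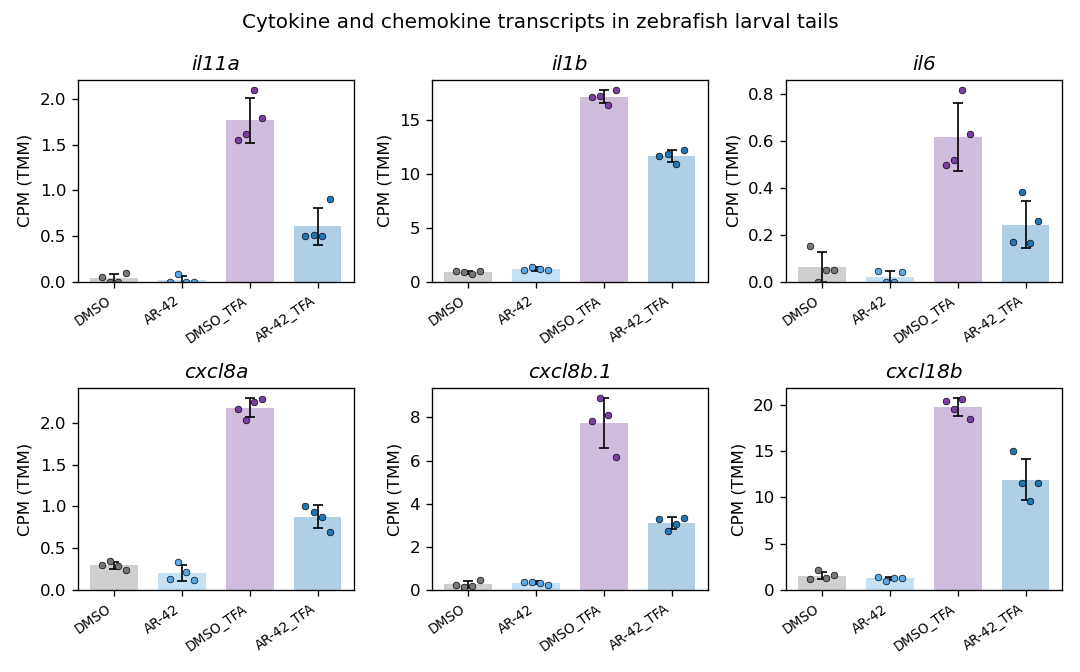
Levels of il11a, il1b, il6, cxcl8a, cxcl8b.1 and cxcl18b in the DMSO, AR-42, DMSO_TFA and AR-42_TFA groups, in CPM after TMM scaling on a vertical axis that starts at 0. Bars are means, error bars are s.d. and points are the 4 libraries of each group; each gene is highest in the DMSO_TFA group.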

The results revealed that the expression of all these genes was stimulated in response to TFA (Fig. 5D), but significantly attenuated by AR-42 treatment (Fig. 5E). Additionally, we found that *il1b*, *cxcl8a*, *cxcl8b.1* and *cxcl18b* exhibited relatively high expression (Fig. 5F), and these genes were accordingly selected for quantitative real-time PCR (qRT-PCR) validation. 

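cxcl18b, cxcl8b.1 and il1b were the most abundant of the 6 transcripts in the DMSO_TFA group, at 17.2±0.822, 10.4±1.53 and 8.86±0.321 FPKM (n=4). cxcl8a followed at 3.39±0.181 FPKM, il11a at 1.52±0.212 FPKM and il6 at 0.851±0.202 FPKM. Among 27564 genes with counts in this group, cxcl18b lay at percentile 90.9 of FPKM, cxcl8b.1 at 86.2, il1b at 84.5, il11a at 56.6 and il6 at 46.0. The housekeeping genes gapdh and actb1 lay at percentiles 99.3 and 99.5. In the AR-42_TFA group cxcl18b stood at 10.7±2.18, cxcl8b.1 at 4.31±0.392, il1b at 6.21±0.302, cxcl8a at 1.41±0.234, il11a at 0.536±0.174 and il6 at 0.345±0.142 FPKM. The highest AR-42_TFA library lay below the lowest DMSO_TFA library for each of the 6, with il6 at 0.539 against 0.688 FPKM and il11a at 0.797 against 1.34 FPKM. FPKM was computed from the counts, the exon length of each gene and the total counts of each library.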

The qRT-PCR results revealed that the mRNA levels of *il1b*, *cxcl8a*, *cxcl8b.1* and *cxcl18b* were substantially induced by TFA modeling and significantly reduced upon AR-42 treatment (Fig. 6A-D), which was consistent with our RNA-seq data. These findings thus indicate that AR-42 modulates cytokine/chemokine signaling in the local inflammatory environment rather than directly modulating neutrophil migration.

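NF-κB targets and feedback genes were lower in the AR-42_TFA group than in the DMSO_TFA group, with 19 of 35 lower and 3 higher by edgeR's quasi-likelihood test (19 and 3 when adjusted over the list alone; camera adjusted p = 1.39e-05). tnfaip2b fell from 16.7±0.985 to 6.67±0.373 CPM (n=4; log2 fold change -1.33 (s.e. 0.0724, adjusted p = 3.7e-19)), and ptgs2b, which encodes a cyclooxygenase of prostaglandin synthesis, from 36.2±1.23 to 14.6±0.197 CPM (-1.31 (s.e. 0.0487, adjusted p = 4.13e-25)). map3k8, nfkb2 (0.28) and nfkbiab (0.18) were higher. The NF-κB list holds cxcl8a and cxcl8b.1, which the study picked from these libraries, and so is not fully independent evidence. In intact tails AR-42 raised 17 of these 35 genes and lowered 4 (camera adjusted p = 0.00143). The study chose a list of 8 IL-1 targets, which is thus not independent evidence, and ccl2 of these is absent from the gene table under that name. Of the other 7, 6 were lower and nfkbiab was higher (6 and 1 when adjusted over the list alone, camera adjusted p = 1.74e-05). In intact tails AR-42 raised 4 of these 7 and lowered 0 (camera adjusted p = 0.0112). The SOCS and JAK-STAT list of 30 had 6 lower, 4 higher and 20 that did not pass (6 and 4 when adjusted over the list alone; camera adjusted p = 0.0873). The lower were socs3a, cishb (-1.29), cish (-1.23), socs3b (-1.11), socs2 and socs1a, which inhibit such signaling, and the higher were stat2 (0.72), stat5a (0.36), pim3 (0.17) and jak1 (0.14). Fisher's exact test found 4 of these 30 among the genes lower at the study's thresholds (adjusted p = 0.00117), and 6 of 57 immediate early genes (adjusted p = 0.000189).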

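Immediate early genes, the first to be transcribed after a stimulus, went both ways: 23 of 57 were lower and 18 higher (23 and 18 when adjusted over the list alone; camera adjusted p = 0.0481, and adjusted p = 0.0733 with an estimated correlation). junba fell from 55.9±2.80 to 23.6±0.603 CPM and fosl1a from 195±5.18 to 84.0±2.01 CPM, both AP-1 subunits, whereas a further subunit, fosb, was at 33.26±1.12 and 32.4±1.251 CPM (-0.04 (s.e. 0.0429, adjusted p = 0.497) from edgeR's quasi-likelihood test). MAP kinase phosphatases and other feedback genes of receptor kinases had 9 of 22 higher and 4 lower (10 and 4 when adjusted over the list alone; camera adjusted p = 0.167, upward, with a median of 0.13 and a mean of -0.02). spry1 (0.97) rose, and errfi1a (-0.68) and spry4 (-0.17), inhibitors of receptor kinase signaling, fell beside the pair of dusp genes. In the Toll-like receptor pathway, ticam1 (-1.01), irak3 (-0.97), tlr7 (-0.41) and the adaptor gene myd88 (-0.14) were lower and tollip (0.24) was higher among 23 (3 lower and 1 higher when adjusted over the list alone, and 3 and 3 by library totals; camera adjusted p = 0.203). Of 16 genes of PI3K, pik3r6a (0.58), pik3ip1 (0.57), pik3r1 (0.27), pik3r3a (0.25) and pik3r3b (0.16) were higher and pik3r2 (-0.15) was lower (6 and 1 when adjusted over the list alone, and 6 and 0 by library totals; camera adjusted p = 0.109). Wound and regeneration genes had 17 of 42 higher and 16 lower (20 and 16 when adjusted over the list alone; camera adjusted p = 0.58, downward, with a median of 0.09 and a mean of -0.10), with plek2 (-1.08) and the regeneration factor gene fgf20a (-0.84) lower. Members beyond the largest changes of a list were named after their values were seen.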

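The response to amputation as a whole was weaker with AR-42. The 520 genes that rose at the study's thresholds in the DMSO_TFA group had a median log2 fold change of 1.43 over the DMSO group and of 0.62 in the AR-42_TFA group over the AR-42 group. Their interaction passed edgeR's quasi-likelihood test downward for 378 and upward for 10. Set against the DMSO_TFA group, 235 of the 520 were lower in the AR-42_TFA group, 65 were higher and 220 did not pass. The larger share of the difference lay in intact tails, where AR-42 raised 336 of the 520 and lowered 15. Its mean effect on them was 0.73 there and -0.29 in amputated tails (medians 0.57 and -0.23), which gives the mean interaction of -1.02. Among immediate early genes in intact tails, AR-42 raised 38 of 57 and lowered egr3, fosaa and egr1 (39 and 3 when adjusted over the list alone; camera adjusted p = 1.48e-10). Markers of cell types moved in the same intact tails. Epidermis markers were higher with AR-42 for 29 of 33 (29 higher and 1 lower when adjusted over the list alone; camera adjusted p = 7.45e-29), neuron markers lower for 22 of 34 (23 when adjusted over the list alone; camera adjusted p = 7.06e-08), and notochord markers lower for 11 of 17, with ntd5, sox9a and sox9b higher (11 and 3 when adjusted over the list alone; camera adjusted p = 1.37e-06). Erythrocyte markers were lower for 11 of 21, with gata1a, urod, slc4a1a and slc25a37 higher (11 and 4 when adjusted over the list alone; camera adjusted p = 0.00103). In the interaction 26 of the 33 epidermis markers were lower and krt18 was higher (29 and 1 when adjusted over the list alone; camera adjusted p = 6.93e-33). The 287 genes that fell after amputation had medians of -1.27 without and -0.78 with AR-42. Amputation took away part of the fin fold, and both medians hold that change of tissue too. Over all genes, 2267 had a higher and 3258 a lower response with AR-42, or 4141 and 2197 when scaled by library totals. Amputation alone raised 4510 and lowered 4108 genes, or 2721 and 7293 by library totals, a scaling that moves the median of all genes by -0.126 in that contrast. Across 20355 genes, which are not independent replicates, the responses with and without AR-42 had a Pearson's r of 0.559 and a slope of 0.437. The 520 genes were chosen on DMSO and DMSO_TFA libraries that also enter the interaction and the effects of AR-42, which favors genes low in the DMSO group. The effect in intact tails and the interaction both rest on that group, in which alone 8 genes were near 0. From these transcripts and qRT-PCR of il1b, cxcl8a, cxcl8b.1 and cxcl18b, the paper infers that AR-42 alters cytokine and chemokine signals around the wound and not the migration of neutrophils directly. It also reports that injected human IL-1β or CXCL8 partly restored neutrophil recruitment in AR-42-treated larvae with an injured otic vesicle. From the normal migration and spreading of purified mouse neutrophils the paper proposes that a direct action on these cells is improbable.

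**Figure D2:**
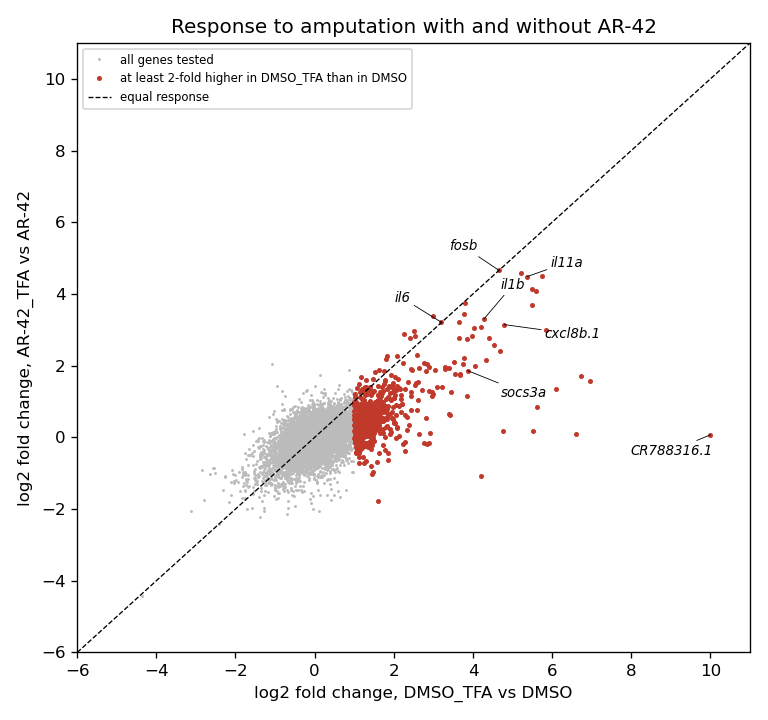
Response to amputation of each gene tested, as log2 fold change of the DMSO_TFA over the DMSO group (horizontal) and of the AR-42_TFA over the AR-42 group (vertical). Red points are genes at least 2-fold higher in the DMSO_TFA group at an adjusted p under 0.05, grey points are the other genes and the dashed line marks equal responses; most red points lie below the line, with fosb and il6 near it.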

**Fig. 5.**
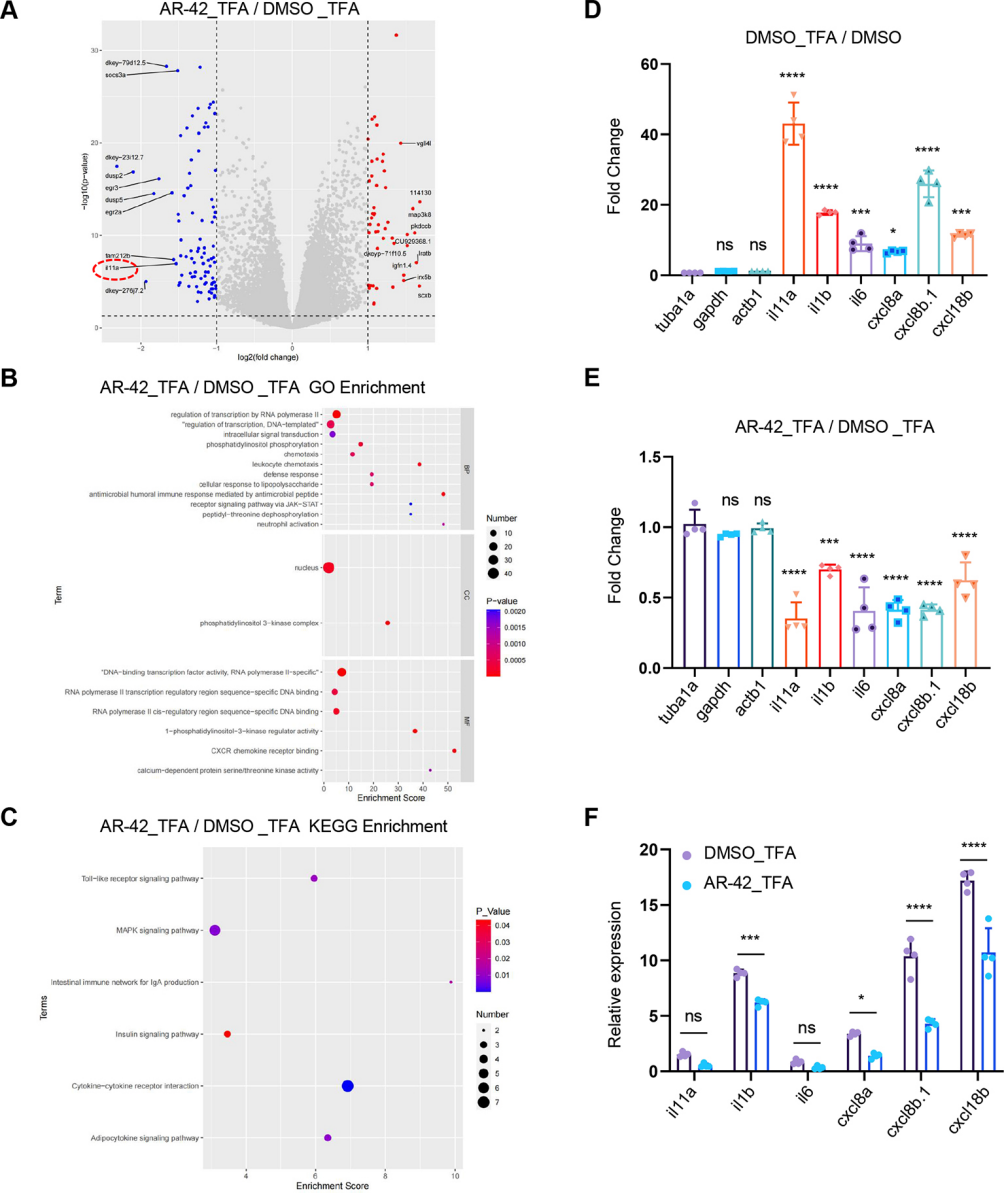
**AR-42 treatment downregulates neutrophil migration-associated cytokine/chemokine expression.** (A) Volcano plot of RNA-seq data with differentially expressed genes between the AR-42_TFA and DMSO_TFA groups (see Materials and Methods for details). The red dashed oval highlights *il11a,* which is among the top ten downregulated genes. (B) Differentially expressed related pathways between the AR-42_TFA and DMSO_TFA groups were analyzed by GO pathway enrichment. (C) Differentially expressed related pathways between the AR-42_TFA and DMSO_TFA groups were analyzed by KEGG pathway enrichment. (D,E) Fold change of neutrophil migration associated-cytokines/chemokines in the DMSO_TFA group compared to the DMSO group (D) and in the AR-42_TFA group compared to the DMSO_TFA group (E). The fold change was normalized to *tuba1a* expression. Each data point represents a biological replicate (one-way ANOVA with Dunnett's test). (F) FPKM values of neutrophil migration associated-cytokines/chemokines in the DMSO_TFA and AR-42_TFA groups. Each data point represents a biological replicate (two-way ANOVA with Šídák's test). Data show the mean±s.d. ns, not statistically significant; *P<0.05; ***P<0.001; ****P<0.0001. The experiments in A-F were repeated four times.

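Relative to tuba1a, il11a was 59.7±8.42, il1b 24.8±0.725, il6 12.72±3.04, cxcl8a 9.35±0.373, cxcl8b.1 36.2±5.99 and cxcl18b 16.0±0.948 times the mean of the DMSO group in the DMSO_TFA group (n=4 libraries). The reference genes gapdh and actb1 stood at 1.67±0.0595 and 1.79±0.0368 on this scale. In the AR-42_TFA group, relative to the DMSO_TFA group, the values were 0.35±0.134 for il11a, 0.689±0.0681 for il1b, 0.404±0.183 for il6, 0.404±0.0455 for cxcl8a, 0.406±0.0394 for cxcl8b.1 and 0.606±0.0729 for cxcl18b. gapdh was at 0.931±0.0934 (exact two-sided permutation p = 0.2) and actb1 at 0.974±0.0591 (exact permutation p = 0.543). tuba1a, an alpha-tubulin gene, was itself lower in the DMSO_TFA group than in the DMSO group, with a log2 fold change of -0.35 (s.e. 0.0402, adjusted p = 1.19e-09) from edgeR's quasi-likelihood test, and its exons overlap those of tuba1b, so that reads can count for both. Without DMSO replicate 4 the il11a value was 134.9, and without DMSO replicate 1 that of il6 was 24.26, since these genes had few counts before amputation.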

**Fig. 6.**
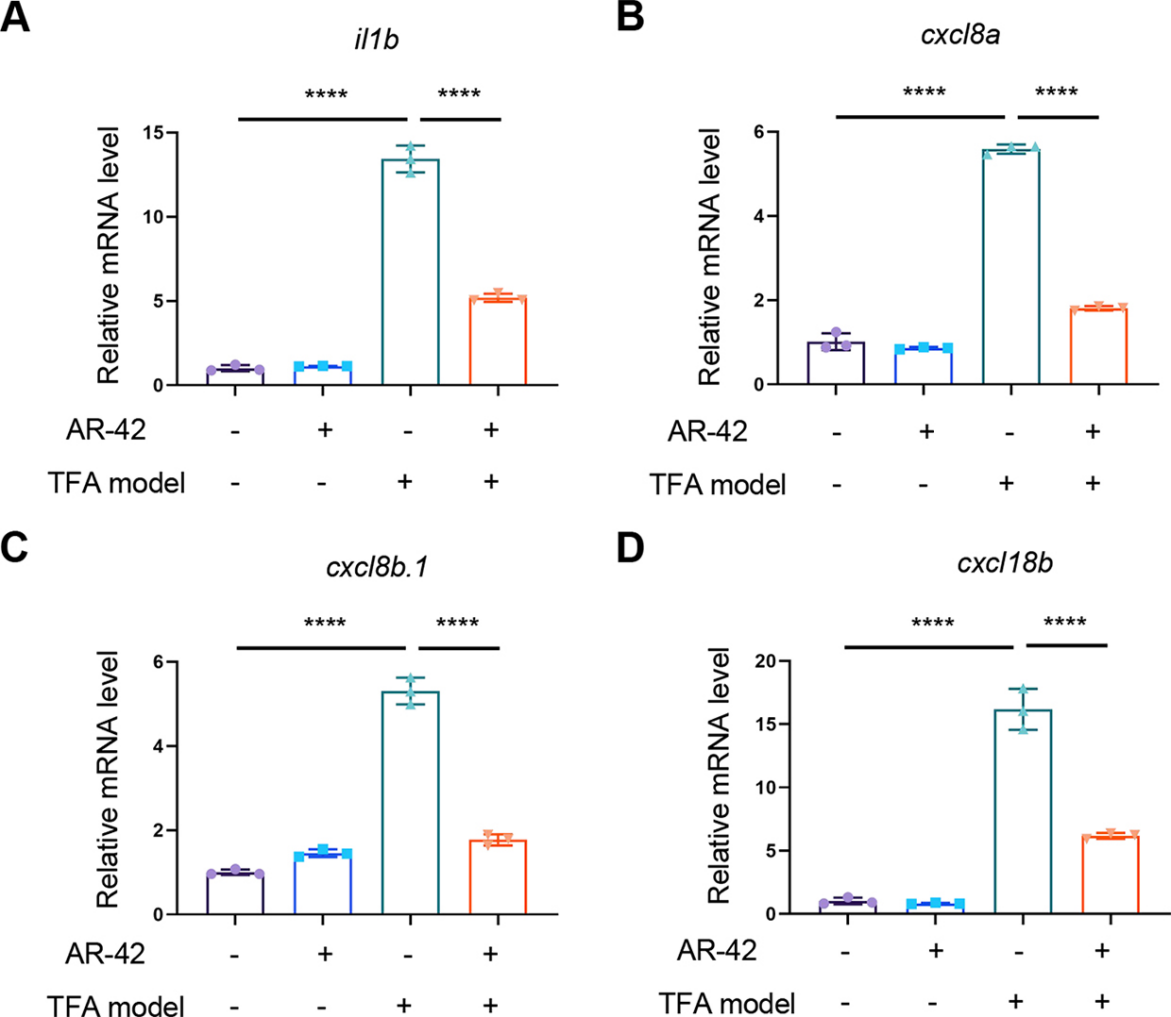
**AR-42 suppresses the expression of zebrafish *il1b*, *cxcl8a*, *cxcl8b.1* and *cxcl18b*.** (A-D) qRT-PCR analysis of the expression levels of *il1b* (A), *cxcl8a* (B), *cxcl8b.1* (C) and *cxcl18b* (D) in 3-dpf wild-type zebrafish embryos treated with DMSO or 10 µM AR-42 for 1 h with or without TFA modeling. Eighty larvae were used for each treatment. The relative expression was quantified by the 2-ΔΔct method. *tuba1a* was used as an internal control. Each data point represents a biological replicate (one-way ANOVA with Dunnett's test). Error bars represent mean±s.d. ****P<0.0001. The DMSO and AR-42_TFA groups were compared to the DMSO_TFA condition. The experiments in A-D were repeated three times.

### Exogenous supplementation of recombinant human proteins IL-1β and CXCL8 partially rescues the defective neutrophil recruitment upon AR-42 treatment

Given that Il1b and Cxcl8 have previously been demonstrated to be essential for zebrafish neutrophil recruitment in the TFA model (de Oliveira et al., 2013; Yan et al., 2014), we further examined whether the downregulation of *il1b* and *cxcl8* induced by AR-42 is responsible for defective neutrophil recruitment by performing a functional rescue assay based on the exogenous supplementation of IL-1β and CXCL8 proteins. For this purpose, we adopted the zebrafish MOVI model rather than the TFA model based on the fact that the injection of exogenous protein into the hollow otic vesicle is more feasible than injection into the solid tail tissue. The results revealed that injection of either human recombinant IL-1β or CXCL8 protein was effective in rescuing the migration of neutrophils reduced by AR-42 treatment (Fig. 7A-C), indicating functional conservation between human and zebrafish cytokines/chemokines, even though the protein sequences show relatively weak homology. This functional conservation between human and zebrafish IL-1 signaling was further confirmed by our observations that injection of the recombinant human IL-1β into zebrafish otic vesicles stimulated the expression of IL-1 target genes, such as *nfkbiaa*, *nfkbiab*, *ccl2*, *cxcl8a*, *cxcl8b.1*, *ptgs2a*, *ptgs2b* and *il1b*, in fish (Fig. S6A-H) (Weber et al., 2010). Notably, *nfkbiaa*, *nfkbiab*, *ccl2*, *cxcl8a*, *cxcl8b.1* and *il1b*, but not *ptgs2a* or *ptgs2b*, were not upregulated by the injection of control proteins including myoglobin or ENSA (Fig. S6A-H), which is generally unrelated to IL-1β signaling, thus largely precluding a non-specific response to proteins. Collectively, these results indicate that AR-42 suppresses neutrophil recruitment *in vivo* by modulating the transcriptional expression of neutrophil migration-associated cytokines/chemokines, including *il1b* and *cxcl8*.

**Fig. 7.**
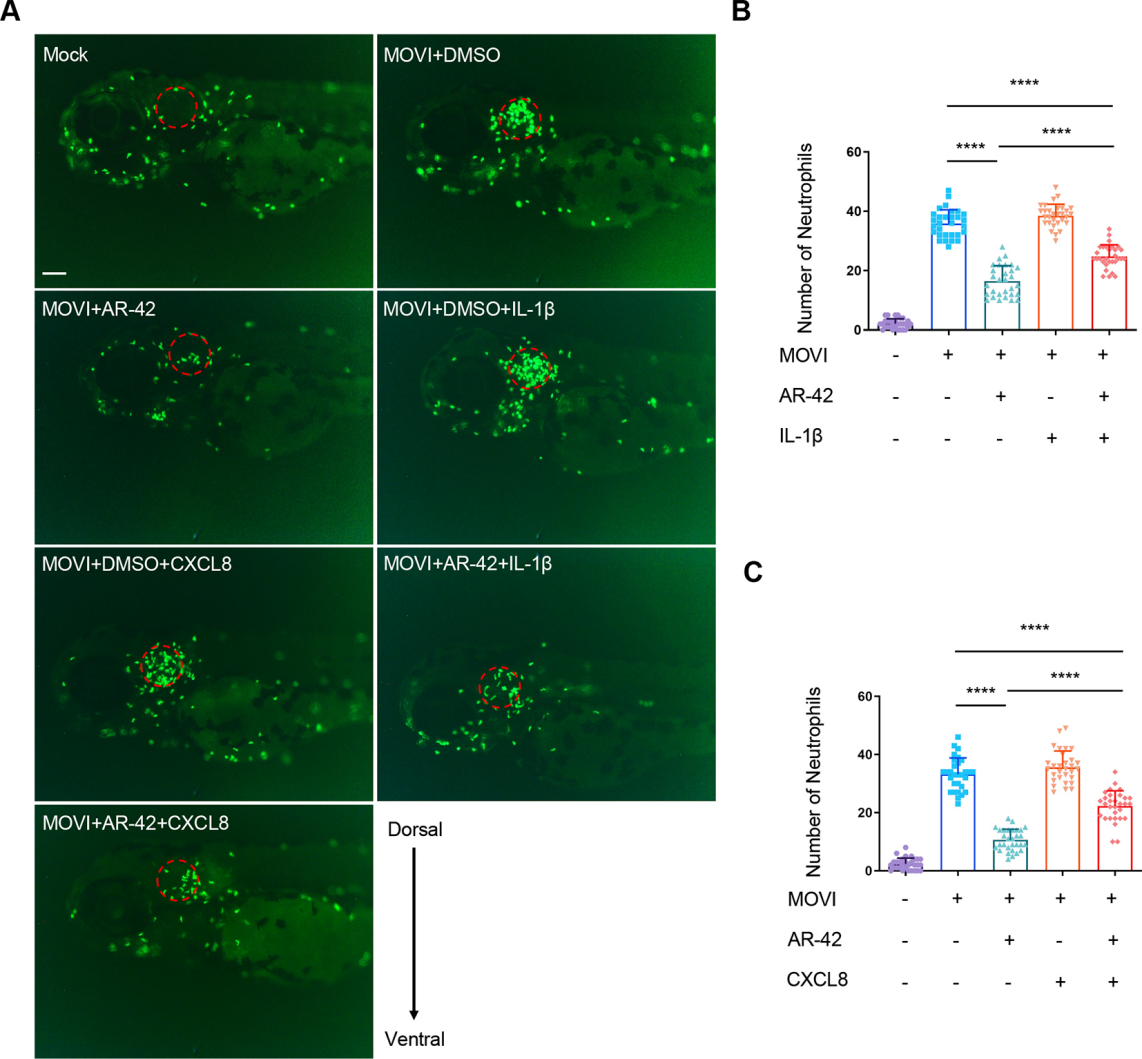
**Exogenous supplementation of recombinant human IL-1β and CXCL8 partially rescues the defective neutrophil recruitment upon AR-42 treatment.** (A-C) Representative fluorescence images (A) and quantitative analysis (B,C) of neutrophil recruitment to the otic vesicle in DMSO- or AR-42-treated 3-dpf *Tg(mpx:GFP)^i114^* embryos with or without recombinant human IL-1β/CXCL8 proteins injection in a MOVI model (*n*=30). Scale bar: 100 µm. The red dashed circles denote the otic vesicle contours. Each data point represents an individual embryo (one-way ANOVA with Tukey's test). Error bars represent mean±s.d. ****P<0.0001. The experiments in A-C were repeated three times.

## DISCUSSION

In this study, we used a chemical library comprising 295 compounds with known targets to screen for neutrophil recruitment modulators using a sterile zebrafish TFA model. Among the numerous HDACIs identified as hits compounds, a pan-HDACI, AR-42, was shown to downregulate neutrophil migration-associated cytokine/chemokine expression. In addition, we demonstrated that exogenous supplementation of IL-1β and CXCL8 can rescue defective neutrophil recruitment in AR-42-treated zebrafish embryos. Notably, we also identified several hit chemicals that have previously been reported to suppress neutrophil migration, including tanshinone IIA (Liu et al., 2016), ibuprofen (Bertolotto et al., 2014) and calycosin (Cheng et al., 2015), which provides further evidence highlighting the efficacy of our screening protocol.

HDACs comprise a large family of epigenetic metalloenzymes responsible for regulating the expression of an extensive array of genes by mediating the reversible deacetylation of nuclear histones, as well as a large number of non-histone proteins involved in gene transcription regulation, thus playing important roles in cell proliferation, differentiation, migration and death (de Ruijter et al., 2003). HDACs have also been established to be involved in neutrophil migration and recruitment. For example, HDAC2 has been shown to negatively regulate the trans-endothelial migration of neutrophil-like HL60 cells and neutrophil recruitment in a murine model of acute ischemic stroke (Li et al., 2020), whereas HDAC11-deficient neutrophils have been demonstrated to have an enhanced chemotactic capacity (Sahakian et al., 2017). In the present study, we showed that both pan-HDACIs and subfamily-specific HDACIs sufficiently inhibited tissue injury-induced neutrophil recruitment in zebrafish *in vivo*. Additionally, we found that AR-42-treated mouse primary neutrophils exhibited normal chemotaxis. These findings thus indicate an inflammatory environmental effect on neutrophil recruitment by AR-42, which is distinct from the cell-autonomous effects of HDAC2/11 on neutrophil migration. Notably, our observations are consistent with the findings of a previous study that reported a reduction in inflammatory neutrophil recruitment, a reduction in the expression of cytokines, including TNFα and IL-1β, and the amelioration of pathogenic phenotypes in HDACI-treated murine inflammatory disease models, including lipopolysaccharide (LPS)-induced acute lung injury (Ni et al., 2010), LPS-induced endometritis (Guo et al., 2019), cigarette smoke-induced airway inflammation (Leus et al., 2017), spinal cord injury (Zhang et al., 2018) and aristolochic acid-induced kidney injury (Novitskaya et al., 2014). Taken together, these findings indicate that HDACIs play protective roles in both septic and aseptic tissue injury models, although it remains to be determined whether the mechanisms of action whereby HDACIs mediate these effects in the two injury model types are the same.

To date, several HDACIs have been clinically approved for the treatment of both leukemia and solid cancers, based on the suppression of the viability and proliferation of cancer cells (Ho et al., 2020). Interestingly, HDACIs are also emerging as effective therapeutic agents for a spectrum of diseases unrelated to cancer, among which are neurodegenerative disorders, HIV-1 purging, and autoimmune and chronic inflammatory diseases (Dinarello et al., 2011). Two HDACIs, vorinostat (SAHA) and ITF2357, are currently undergoing clinical trials for the treatment of graft-versus-host disease (GVHD) (Perez et al., 2021) and active systemic juvenile idiopathic arthritis (SOJIA) (NCT00570661), respectively. Distinct from their use in cancer, a reduction in inflammation promoted by HDACIs is consistently observed at low concentrations compared with the higher concentrations required for the killing of tumor cells (Hull et al., 2016). This characteristic makes HDACIs attractive candidates for the treatment of inflammatory diseases, as low doses tend to be well tolerated. Compared with SAHA, AR-42 has been shown to have significantly superior apoptotic efficacy (Murahari et al., 2017) and, indeed, is currently being assessed in clinical trials for the treatment of relapsed multiple myeloma (NCT02569320), acute myeloid leukemia (NCT01798901), chronic lymphocytic leukemia (NCT01129193) and meningiomas (NCT05130866). Notably, however, AR-42 has not yet been investigated with respect to its role in immune regulation. In this regard, the administration of AR-42 has been reported to suppress the transcriptional expression of pro-inflammatory cytokines, such as IL-1β, TNFα and IL-6, in trinitrobenzene sulfonic acid-induced chronic pancreatitis in mice (Liao et al., 2018). A further study has reported that *in vitro* treatment using AR-42 enhances the secretion of IL-1β, TNFα and IL-6 in monocytes obtained from patients with gestational diabetes mellitus (Qu et al., 2016). In the present study, using zebrafish injury models, we demonstrated that AR-42 suppresses the mRNA expression of these cytokines for immune modulation in sterile tissue injury. The immune inhibitory role of AR-42 identified in this study is consistent with previous findings reported by Liao et al. (2018). Notably, GVHD and SOJIA, which are being clinically targeted using HDACIs as mentioned above, are generally considered as aseptic tissue/organ damage-associated diseases with the involvement of alloimmune or autoimmune mechanisms, thereby highlighting the clinical therapeutic potential of HDACIs in sterile tissue injury. In this study, we identified that AR-42 suppresses neutrophil recruitment in sterile zebrafish tissue injury models, and thus, in addition to vorinostat (SAHA) and ITF2357, our findings may provide a basis for the development of AR-42 as an effective novel HDACI for the treatment of tissue injury-associated diseases.

Given that AR-42 was found to non-cell-autonomously regulate neutrophil recruitment, we sought to investigate whether AR-42 modulates neutrophil migration indirectly via the modulation of cytokine/chemokine signaling. The results of our transcriptomic analysis of injured fish tail tissues indeed revealed enrichment of cytokine signaling transcripts. Most of the neutrophil migration-associated cytokines and chemokines detected in our RNA-seq data were significantly downregulated upon AR-42 treatment, a pattern that was subsequently verified by qRT-PCR analysis. AR-42 treatment was observed to suppress the expression of *il1b*, *cxcl8* and *cxcl18*, whereas exogenous injection of recombinant human IL-1β and CXCL8 was effective in, at least partially, rescuing the defective neutrophil recruitment attributable to AR-42. Consistent with the findings of previous studies (de Oliveira et al., 2013; Yan et al., 2014), from a functional perspective, our findings confirm the important roles played by Il1b and Cxcl8 in neutrophil recruitment. In zebrafish, it has been established that Cxcl8 acts downstream of the Il1b-Myd88 axis to regulate injury-induced neutrophil migration (Yan et al., 2014). However, the upstream regulatory mechanism for the stimulation of *il1b* expression upon sterile injury remains unknown, and it is at least not regulated by NADPH oxidase-mediated ROS production (Yan et al., 2014). Notably, IL-1β (Yan et al., 2014) and NADPH oxidase-mediated ROS (Niethammer et al., 2009; Yoo et al., 2011) have been implicated to independently and differentially regulate neutrophil recruitment in the zebrafish TFA model (Yan et al., 2014). Whether AR-42 modulates ROS production needs further investigation, nevertheless, our study strongly suggests that HDACs act upstream of the Il1b-Myd88 axis to dictate neutrophil recruitment.

Although we did not determine the mechanisms whereby AR-42 modulates *il1b* expression in this study, it has been established that HDACs regulate the expression of multiple cytokines and chemokines via PTM activity (Gatla et al., 2019). HDACIs regulate the immune response by influencing the acetylation of histone and non-histone proteins (e.g. p53, GATA1-3, STAT3, STAT5, Foxp3 and NF-κB) (Hull et al., 2016; Kim et al., 2016), indicating the involvement of both chromatin remodeling-dependent and -independent mechanisms in the regulation of these proteins. HDACIs have been shown to attenuate the LPS-stimulated expression of *IL1B* in epithelial (KB31), fibroblast (3T3-J2) and myogenic (C2C12) cells (Di Liddo et al., 2016), and the HDACI trichostatin A has been found to suppress TNFα expression in LPS-stimulated cardiomyocytes by enhancing acetylation of the p65 subunit of NF-κB (Zhu et al., 2010), which has been suggested to attenuate NF-κB transcriptional activity (Kiernan et al., 2003). Additionally, a reduction in pro-inflammatory cytokine levels and NF-κB signaling has previously been observed in HDACI-treated inflammatory disease models (Guo et al., 2019; Ni et al., 2010). Thus, given these previous findings, it would be of interest to determine whether the inhibition of HDACs by AR-42 promotes the downregulated expression of cytokines such as *Tnfa* and *Il1b* by inducing chromatin remodeling or modulating the acetylation of the p65 subunit of NF-κB. Although chromatin remodeling has been established to be essential for neutrophil activation and inflammatory gene transcriptional profiling (Denholtz et al., 2020), our mouse neutrophil data indicate that AR-42 is unlikely to act directly on neutrophils to regulate their recruitment. Nevertheless, it would be necessary to examine whether AR-42 treatment has a direct influence on neutrophil activation via its chromatin remodeling activity. A further important issue concerns identifying the types of cells directly targeted by AR-42, as well as the cellular source of IL-1β production in our model, for which further studies are certainly warranted.

In summary, based on a chemical library screen, we demonstrated that the pan-HDACI AR-42 suppresses sterile tissue injury-induced neutrophil recruitment in zebrafish by modulating the expression of *il1b* and *cxcl8*. Although more detailed mechanistic studies are necessary to further consolidate these findings, this study is, to the best of our knowledge, the first to elucidate the function of AR-42 in regulating leukocyte migration, thereby identifying AR-42 as a promising anti-inflammatory agent for the treatment of sterile tissue injury-associated diseases.

## MATERIALS AND METHODS

### Zebrafish and mice

Transgenic zebrafish lines [*Tg(mpx:GFP)^i114^* (Renshaw et al., 2006) and *Tg(mpeg1:Gal4)gl24;Tg(UAS:Nfsb-mCherry)i149* (Ellett et al., 2011)] were raised and kept under standard conditions. All fish were maintained in a circulation culture system of 28±1°C, with a photoperiod of 14 h:10 h light:dark, and fed with Artemia. All embryos were collected through natural spawning and raised at 28.5°C in Petri dishes containing E3 medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, 0.33 mM MgSO_4_, with 0.01% Methylene Blue and equilibrated to pH 7.0).

The C57BL/6N wild-type mice were purchased from Charles River Laboratories. Mice were kept in group housing at a temperature of 25°C with a photoperiod of 12 h:12 h light:dark and were given unlimited access to potables and standard mouse food. Eight- to 12-week-old females were used for bone marrow-derived primary neutrophil isolation.

All animal studies were approved by the Institutional Animal Care and Use Committees of Chongqing Medical University.

### Chemicals and reagents

The TargetMol Protease Inhibitor Library consisting of 295 compounds and the inhibitors of HDAC classes I-IV were purchased from Topscience (China, L1100). All inhibitor powders were dissolved in DMSO to a concentration of 10 mM in stock solutions and stored at −20°C, and the working concentration of chemicals for the screen was 10 µM.

### Zebrafish larvae TFA model

As previously described (Bernut et al., 2020; Zanandrea et al., 2020), 3-dpf *Tg(mpx:GFP)^i114^* or *Tg(mpeg1:Gal4)gl24;Tg(UAS:Nfsb-mCherry)i149* larvae were anesthetized with tricaine and arranged in agarose-coated dishes for amputation of the tail fin. The posterior portion of the ventral pigmental gap of the caudal fin was used as an anatomical reference for transection under a stereomicroscope. Embryos 6 h post amputation were imaged under a ZEISS SteREO Discovery (V12) fluorescence microscope. Neutrophil chemotaxis was assessed by counting GFP^+^ cells in the whole embryo (referred to as ‘total’) as well as GFP^+^ cells recruited to the wound area (referred to as ‘tail’). Migration efficiency was defined as a ‘tail’/’total’ ratio in our study.

For the chemical library screening, 3-dpf *mpx:GFP* larvae were subjected to TFA modeling and then ten larvae were immediately arrayed into each well of the 12-well plate. In each well, 3 ml E3 medium containing one compound from the library at the concentration of 10 µM was added. A negative control of DMSO (3 µl per well)-treated larvae was included in each plate. After a 6 h incubation at 28.5°C, larvae were imaged and quantified as mentioned above. The potential hit compounds obtained from the initial screening were subjected to three independent replicative experiments with increasing sample numbers (*n*=30) to confirm their suppressive effects on neutrophil recruitment in zebrafish TFA model.

### Time-lapse analysis of zebrafish neutrophils migration *in vivo*

The 3-dpf *Tg(mpx:GFP)^i114^* transgenic zebrafish larvae were pretreated with DMSO or 10 μM AR-42 for 4 h followed by TFA modeling. Then, the injured larvae were anesthetized with tricaine and mounted in 1% low-melting agarose in a Petri dish for time-lapse imaging under a Leica DMI8 microscope. All time-lapse image series were acquired at 1 min intervals for 6 h and analyzed using the ImageJ plugin ‘Chemotaxis And Migration Tool’ (Schindelin et al., 2012). We chose neutrophils appearing within 100-550 µm anterior to the tail end to start tracking to preclude randomly migrating neutrophils.

We measured four chemotactic parameters, namely, directionality velocity, deflexion angle, Euclidean distance and accumulated distance, as mentioned previously (Ren et al., 2019). The deflexion angle represents the angle between the direction of the straight line and the direction of cell migration. The accumulated distance is the route of neutrophil migration, whereas the Euclidean distance, also known as displacement, is the distance traveled in a straight line by moving cells. The straight-line migration distance from the origin divided by the total migration length is how directionality was calculated. The average cell migratory speed (accumulated distance/total time) was used to compute velocity (μm/min).

### CIND model

The CIND model was established as previously reported (d'Alençon et al., 2010). Briefly, 3-dpf *Tg(mpx:GFP)^i114^* transgenic larvae were treated with 10 μM CuSO_4_ for 40 mins at 28°C. The larvae were then fixed with 4% paraformaldehyde for 1 h at room temperature, followed by imaging under a ZEISS SteREO Discovery (V12) fluorescence stereoscope. We counted GFP^+^ cells within ten cell diameters of the horizontal myoseptum between the first somite and the end of the tail in each larva, and this region included the L1-L5 neuromasts in the posterior lateral line while excluding the two to three terminal neuromasts.

### Zebrafish MOVI model and recombinant protein supplementation assay

In this study, we created a novel quantitatively aseptic MOVI model to provide an alternative mechanical injury model for studying fish neutrophil recruitment *in vivo*. The 3-dpf *Tg(mpx:GFP)^i114^* zebrafish larvae were anesthetized and the otic vesicle was repeatedly stabbed five times with a hollow microinjection needle (borosilicate glass, BF100-78-10) with a diameter of ∼50 μm at the tip using a Warner microinjection system (PLI-90A). Immediately after trauma, the larvae were incubated with DMSO or 10 µM AR-42 for the indicated time before imaging under a ZEISS SteREO Discovery (V12) fluorescence stereomicroscope. Then the neutrophils recruited to the otic vesicle site were counted for quantitative analysis.

For the rescue experiment, we injected 1 nl human recombinant protein IL-1β (0.1 mg/ml, Peprotech, 200-01B) or CXCL8 (0.1 mg/ml, Peprotech, 200-08) into the injured otic vesicle immediately after MOVI modeling, and 3 h post injection, microscopic imaging and counting were performed. For the expression analysis of zebrafish IL-1 target genes by the human IL-1β protein, we injected 1 nl sterile H_2_O or recombinant human IL-1β (0.1 mg/ml), myoglobin (0.1 mg/ml, MedChemExpress, HY-P70243) or ENSA (0.1 mg/ml, MedChemExpress, HY-P74175) into the otic vesicle of 3-dpf wild-type zebrafish embryos without MOVI modeling. 3 h later, we collected the whole body of each larva (*n*=80) for RNA isolation and performed qRT-PCR to detect the relative transcriptional expression levels of canonical IL-1 downstream target genes in zebrafish such as *nfkbia*, *ccl2*, *cxcl8*, *ptgs2* and *il1b*.

### Transcriptomics sample preparation

For RNA-seq analysis, the 3-dpf wild-type zebrafish larvae receiving DMSO or 10 μM AR-42 treatments were categorized into four groups: (1) DMSO-treated larvae without TFA modeling (referred to as DMSO), (2) AR-42-treated larvae without TFA modeling (referred to as AR-42), (3) DMSO-treated larvae with TFA modeling (DMSO_TFA) and (4) AR-42-treated larvae with TFA modeling (AR-42_TFA). There were four biological replicates per group. After TFA, larvae were immediately treated with DMSO or 10 μM AR-42 for 1 h before sampling. Tail tissues posterior to the cloaca in each larva were collected (*n*=150) and immediately frozen in liquid nitrogen before RNA isolation.

### RNA extraction, library preparation, sequencing and RNA-seq data analysis

Total RNA was extracted from zebrafish tail tissues using TRIzol Reagent (Invitrogen, 15596026). Qualified RNAs were finally quantified by Qubit3.0 with Qubit RNA Broad Range Assay kit (Life Technologies, Q10210). 2 μg total RNA was used for stranded RNA sequencing library preparation using KC-Digital Stranded mRNA Library Prep Kit for Illumina (DR08502, Wuhan Seqhealth, China) following the manufacturer's instructions. The library products corresponding to 200-500 bps were enriched, quantified and finally sequenced on a DNBSEQ-T7 sequencer (MGI Tech, China) with a PE150 model.

Qualified reads were mapped to the reference genome using STAR software (version 2.5.3a) and counted by featureCounts (Subread-1.5.1; Bioconductor). Genes differentially expressed between groups were identified using the edgeR package (version 3.12.1). A *P*-value cutoff of 0.05, fold-change cutoff of 2, and false discovery rate q-value cutoff of 0.05 were used to judge the statistical significance of gene expression differences. 

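At these thresholds, 520 genes were higher and 287 lower in the DMSO_TFA group than in the DMSO group. In the AR-42 group 304 were higher and 174 lower than in the DMSO group, and in the AR-42_TFA group 192 were higher and 256 lower than in the AR-42 group. fosl1a, fosab, fosb and junba, which encode AP-1 subunits, were among the 10 with the largest rise after amputation that the rule for named genes selects, with egr2a, cxcl8b.1, il1b and ptgs2b. fosl1a rose from 3.65±0.438 to 195 CPM (log2 fold change 5.74 (s.e. 0.0863, adjusted p = 3.41e-47) from edgeR's quasi-likelihood test). hoxb13a (-1.78) and zic5 (-1.84), patterning genes, and gdf10b (-2.27), a TGF-β family ligand, were among the 10 with the largest fall. Amputation took away part of the fin fold, and this comparison holds that change of tissue too. Fin fold and mesenchyme markers had 16 of 26 lower, with and1 (-1.19), an actinodin gene of fin rays, and prrx1b (-1.03), and 8 higher, with frem2a (1.34) (17 and 9 when adjusted over the list alone, and 18 and 4 by library totals; camera adjusted p = 5.86e-05, and adjusted p = 0.115 with an estimated correlation). Muscle markers had 29 of 34 higher, with the myosin gene myhz1.1 (0.59), and tnni2b.1 lower (29 and 1 when adjusted over the list alone, and 21 and 3 by library totals; camera adjusted p = 1.53e-26).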

GO analysis and KEGG enrichment analyses for differentially expressed genes were both implemented by KOBAS software (version: 2.1.1) with a *P*-value cutoff of 0.05 to judge statistically significant enrichment. The RNA-seq analysis software and codes are listed in Table S2. Table S3 includes all the upregulated and downregulated genes and fragments per kilobase of transcript per million mapped reads (FKPM) values in all samples. The RNA-seq dataset has been deposited at the Gene Expression Omnibus (National Center for Biotechnology Information) with the accession number GSE240080.

### qRT-PCR

Total RNA was extracted using TRIzol and reverse transcribed using RT Master Mix for qPCR II (gDNA digester plus) (MedChemExpress). Real-time PCR amplification was performed using ChamQ Universal SYBR qPCR Master Mix (Vazyme) with a Bio-Rad CFX96 system according to the manufacturer's protocol. Relative expression was quantified by the 2-ΔΔct method. For the qRT-PCR validation of RNA-seq results, zebrafish larval tissue sample collection was performed according to the RNA-seq analysis (*n*=80). For detecting the IL-1 target gene expression in human IL-1β-injected zebrafish larvae, the whole bodies of larvae were collected for RNA isolation (*n*=80). The primer sequences for qRT-PCR are listed in Table S4.

### Mouse primary neutrophil isolation

As previously described (Ren et al., 2019), bone marrow was used to separate mouse neutrophils. Briefly, mouse bone marrow cells were harvested in Hanks-1 buffer [Hanks' balanced salt solution (HBSS) containing 0.5% bovine serum albumin and 10 mM HEPES], red blood cells were lysed in red blood cell lysis buffer (155mM NH_4_Cl, 10 mM KHCO_3_ and 0.1 mM EDTA at pH 7.4), and then discontinuous Percoll density gradient centrifugation was performed. Neutrophils were collected from the band that was distributed between 81% and 60% of Percoll. Cells were cultured in RPMI 1640 medium (Solarbio) containing 10% heat-inactivated fetal bovine serum and 25 ng/ml recombinant GM-CSF (PeproTech) with DMSO or AR-42 (10 μM) for 4 h before *in vitro* chemotaxis and spreading analyses.

### *In vitro* chemotaxis assay in a Dunn chamber

We monitored the chemoattractant gradient by free fluorescein isothiocyanate (FITC) dye, which has a similar molecular weight to N-formyl-Met-Leu-Phe (f-MLF, Sigma-Aldrich). AR-42-pretreated neutrophils were labeled with 0.05 μM calcium AM (Uelandy) and DMSO-pretreated neutrophils were not labeled. These two types of cells were then mixed at the ratio of 1:1 before being seeded onto a coverslip. Then, we imaged the neutrophil chemotaxis following the f-MLF gradient by using a Dunn chamber (DCC100, Hawksley) under a Leica DMI8 microscope. All time-lapse image series were acquired at 30 s intervals for 30 min and analyzed using the ImageJ plugin ‘Chemotaxis And Migration Tool’ (Schindelin et al., 2012).

We measured four chemotactic parameters: deflexion angle, Euclidean distance, accumulated distance and velocity. The deflexion angle represents the angle between the chemoattractant gradient direction and the direction of cell migration. The Euclidean distance, also known as displacement, is the straight-line distance of cell migration, whereas the accumulated distance is the route distance of neutrophil migration. f-MLF (5 μM) was used as a chemoattractant in this study.

### Spreading assay

Neutrophils were suspended in the assay buffer. Cells were seeded on polylysine-precoated slides to spread for 15 min, then fixed with 4% paraformaldehyde for 15 min. The slides were washed three times with PBS before imaging under a Leica DM6B microscope. The area of adherent neutrophils was quantified by using ImageJ (Schindelin et al., 2012).

### Neutrophil infiltration into inflamed peritonea *in vivo*

1 ml of autoclaved 3% thioglycollate medium (Sigma-Aldrich, T9032) was injected into the peritoneal cavity of mice to establish a mouse peritonitis model. Two intraperitoneal injections of AR-42 (25 mg/kg) or DMSO were performed 24 h before and 4 h post thioglycollate injection, respectively. 6 h after thioglycollate injection, mice were euthanized, and peritoneal lavage fluid was collected for analysis by flow cytometry. Neutrophils were identified by staining with a FITC anti-mouse CD45 antibody (1:500; Biolegend, 103108, lot B388747), an APC anti-mouse CD11b antibody (1:500; Biolegend, 101212, lot B384396) and a PE anti-mouse Ly-6G antibody (1:500; Biolegend, 127608, lot B307574).

### Statistical analysis

Statistical analysis was performed with GraphPad Prism 9 software. Data were analyzed using one-way ANOVA, two-way ANOVA or two-tailed unpaired Student's *t*-test. Data are displayed as mean±s.d. For the one-way ANOVA, post hoc tests such as Dunnett's test or Tukey's test were used, as specified in the figure legends. For the two-way ANOVA, the post-hoc Šídák's test was used, as specified in the figure legends. Differences were considered significant if *P*<0.05.

## Supplementary Material

10.1242/dmm.050056_sup1 Supplementary information

Table. S3. RNA-seq data. The Excel table file includes all the up-regulated and down-regulated genes and fpkm values in all samples.

# Supplementary material for: Identification of histone deacetylase inhibitors as neutrophil recruitment modulators in zebrafish using a chemical library screen
**Source:** Dis Model Mech. 2023 Oct 13;16(10):dmm050056. doi: 10.1242/dmm.050056
**Supplement:** Supplementary information

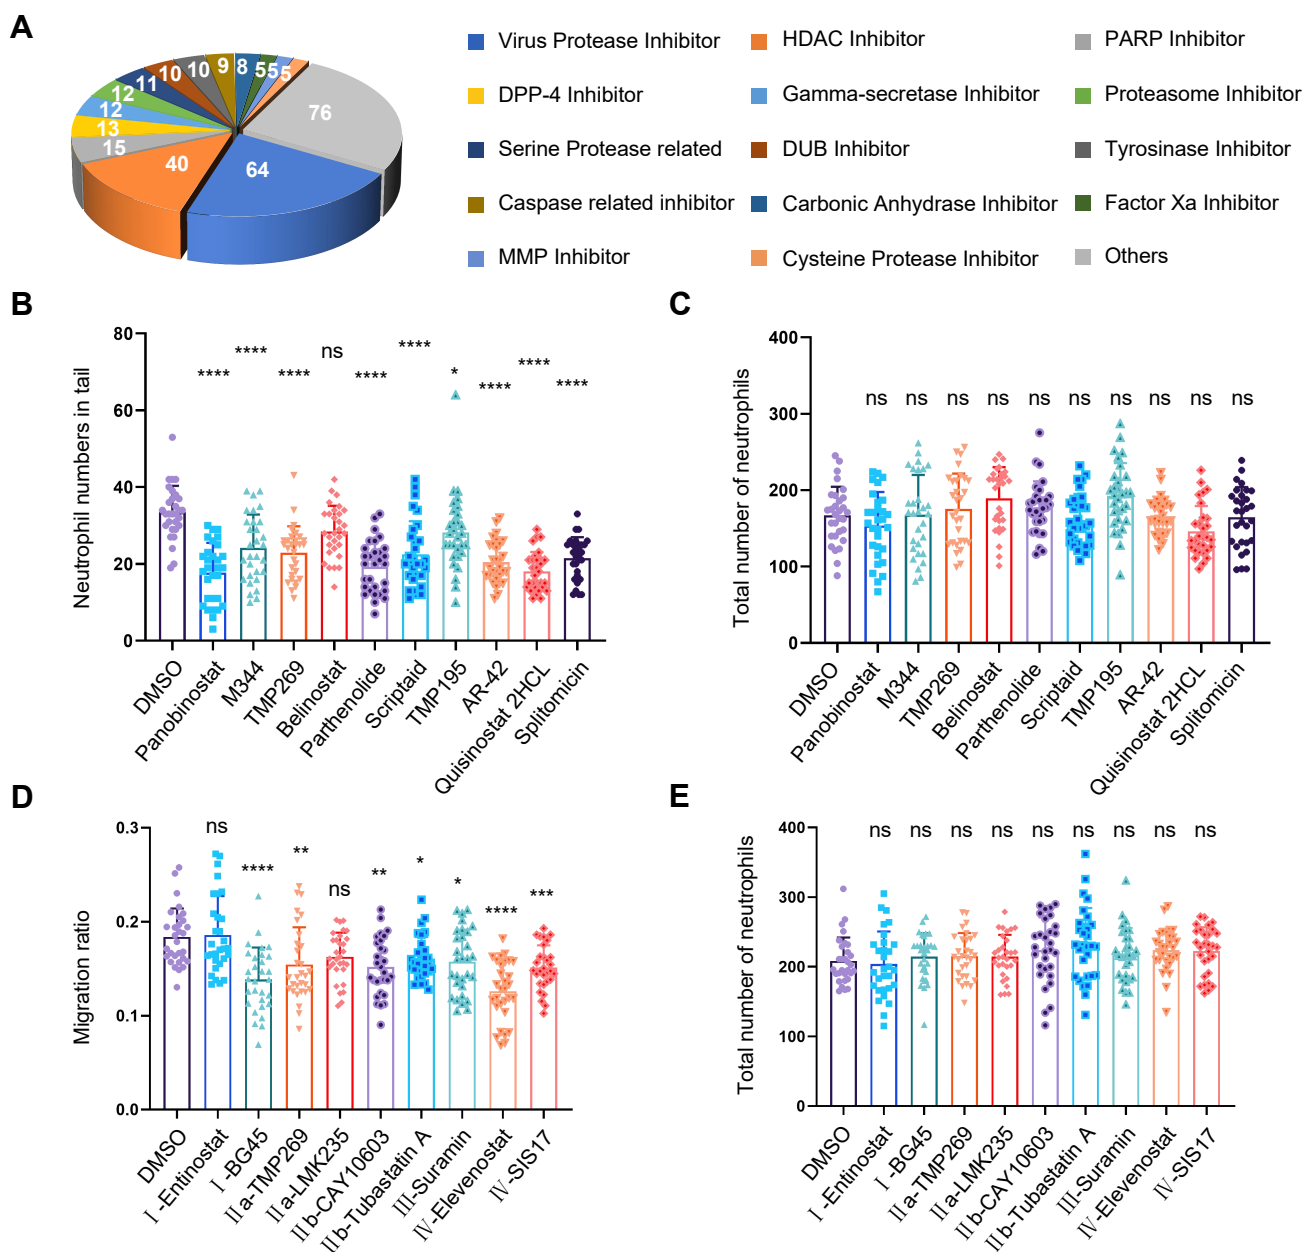

Fig. S1. HDAC Inhibitors from all four subfamilies modulate tissue injury-induced neutrophil recruitment.

(A) Classification of the 295 inhibitors targeting proteases and PTM enzymes.

(B-C) Quantitative analysis of GFP+ neutrophils in the tail region (B) and whole body (C) of 3-dpf *Tg(mpx:GFP)ⁱ¹¹⁴* embryos treated with indicated HDAC inhibitors in a TFA model (N = 30).

(D-E) Quantitative analysis of GFP+ neutrophils recruitment (migration ratio) (D) and total neutrophil numbers in the whole body (E) of 3-dpf *Tg(mpx:GFP)* embryos treated with indicated HDAC subfamily inhibitors in a TFA model (N = 30).

Each data point represents an individual embryo, One-Way ANOVA (Dunnett's test) for (B-E). Each HDAC inhibitor group was individually compared with the DMSO group. Error bars represent mean $\pm$ SD. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$. ns, not statistically significant. The experiments in (B-E) were repeated four times.

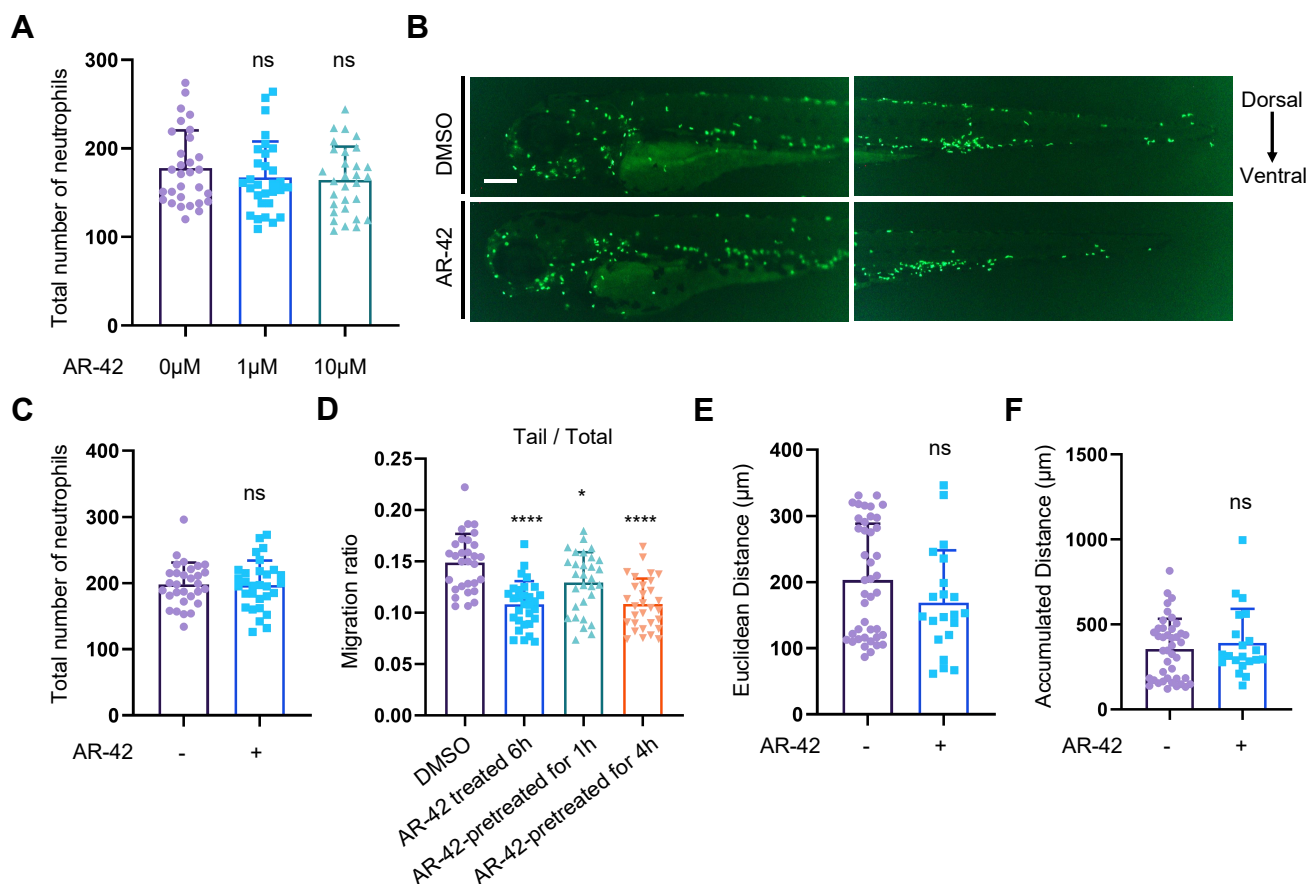

Fig. S2. AR-42 does not affect the total number of zebrafish neutrophils.

(A) Quantification of the number of whole-body neutrophils in AR-42 or DMSO-treated *Tg(mpx:GFP)ⁱ¹¹⁴* embryos with TFA modeling, affiliated to Fig. 2A (N = 30). Each data point represents an individual embryo, One-Way ANOVA (Dunnett's test). AR-42 treated group was individually compared with the DMSO group.

(B-C) Representative fluorescent images (B) and quantitative analysis (C) of total neutrophils in AR-42 or DMSO-treated zebrafish embryos without injury (N = 30). Scale bar = 100 μm. Each data point represents an individual embryo, student's t-test.

(D) Quantitative analysis of neutrophil recruitment to the wound area of 3-dpf *Tg(mpx:GFP)ⁱ¹¹⁴* embryos treated with DMSO or AR-42 in the TFA model (N = 30). Three treatment conditions for AR-42: 6-h incubation after tail fin cut, 1-h and 4-h pretreatment before tail fin cut. Each data point represents an individual embryo, One-Way ANOVA (Dunnett's test). AR-42 treated group was individually compared with the DMSO group.

(E-F) Quantification of the euclidean distance (E) and accumulated distance (F) of neutrophils migrating toward the wound in Fig. 2C. Each data point represents a single cell, student's t-test. Error bars represent mean ± SD. *p < 0.05, ****p < 0.0001. ns, not statistically significant. The experiments in (A-D) and (E-F) were repeated four and three times respectively.

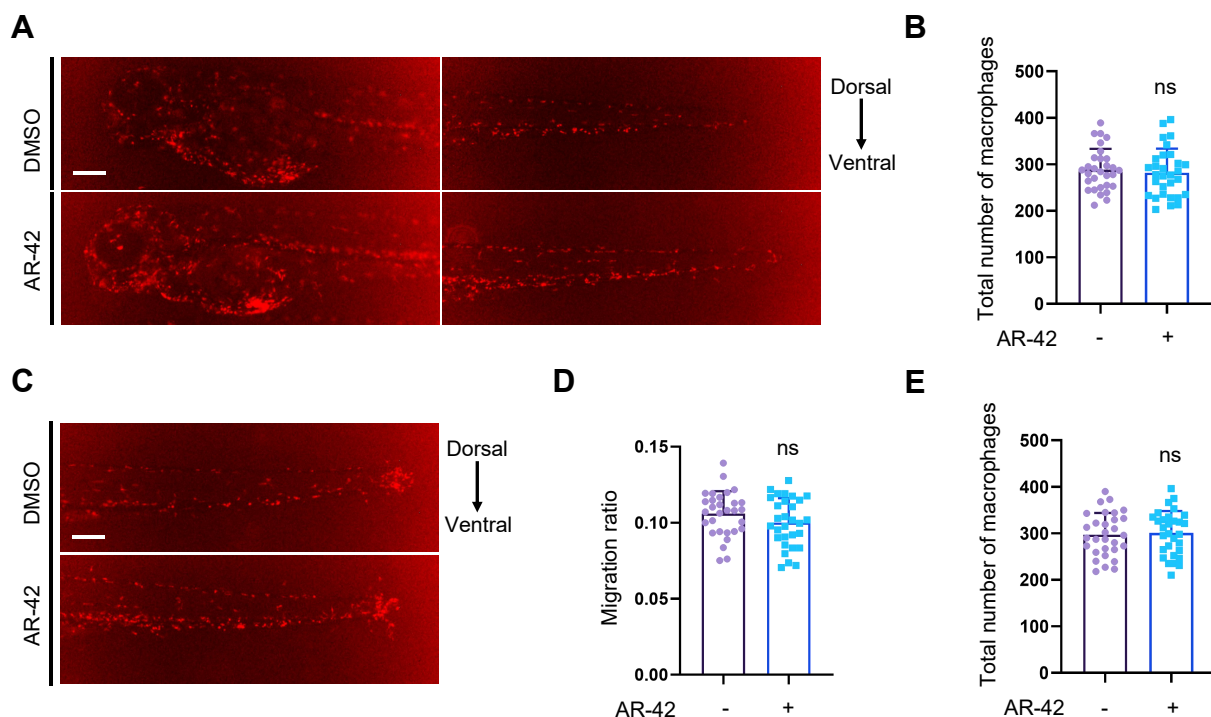

Fig. S3. AR-42 does not affect tissue injury-induced inflammatory macrophage migration in zebrafish.

(**A-B**) Representative fluorescent images (**A**) and quantitative analysis (**B**) of mCherry+ macrophages in DMSO or 10μM AR-42-treated 3-dpf *Tg(mpeg1:Gal4)gl24;Tg(UAS:Nfsb-mCherry)i149* zebrafish embryos without injury (N = 30). Scale bar = 100 μm.

(**C-E**) Representative fluorescent images (**C**) and quantitative analysis (**D-E**) of mCherry+ macrophages recruitment in DMSO or 10μM AR-42-treated 3-dpf *Tg(mpeg1:Gal4)gl24;Tg(UAS:Nfsb-mCherry)i149* zebrafish embryos with the TFA modeling. (N = 30). Scale bar = 100 μm. Each data point represents an individual embryo, student's t-test for (**B**, **D**, **E**). ns, not statistically significant. Error bars represent mean ± SD. The experiments in (**A-E**) were repeated four times.

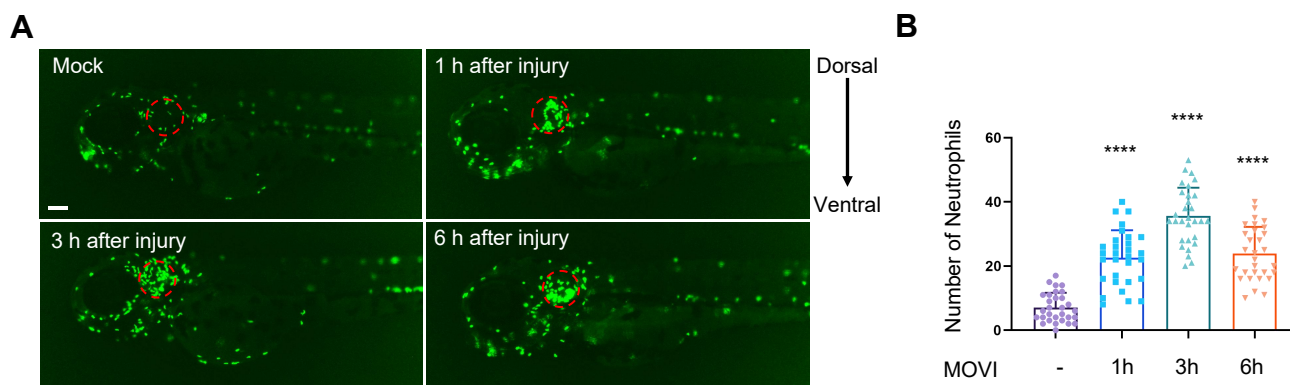

Fig. S4. Neutrophil influx reaches a peak at around 3 h after MOVI modeling.

(A) Representative fluorescent images of 3-dpf *Tg(mpx:GFP)ⁱ¹¹⁴* embryos at 1, 3 and 6 h after MOVI modeling. The red dashed circle denotes the otic vesicle contour. Scale bar = 100 μ m.

(B) Quantification of neutrophils recruited to the zebrafish otic vesicle in **(A)** (N = 30). Each data point represents an individual embryo, One-Way ANOVA (Dunnett's test). The modeling group was individually compared with the mock group. ****p < 0.0001. Error bars represent mean $\pm$ SD. The experiments in **(A-B)** were repeated four times.

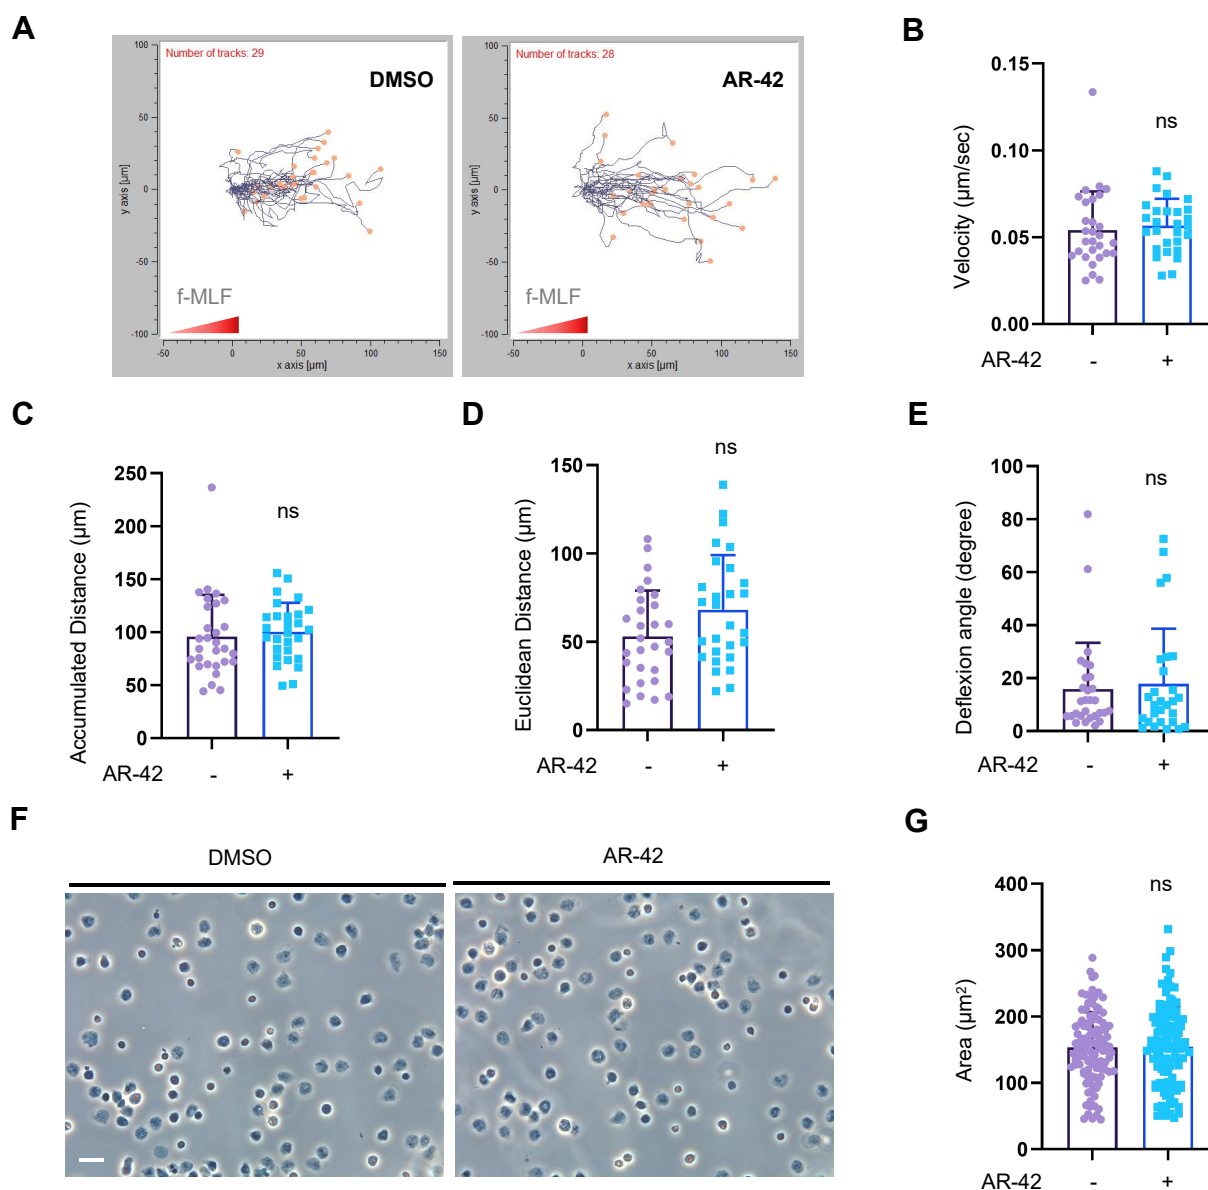

Fig. S5. AR-42 does not directly affect chemotaxis or spreading of mouse neutrophils *in vitro*.

(A) Representative migration trajectories of mouse neutrophil chemotaxis toward the f-MLF gradient in a Dunn Chamber analysis. (B-E) Quantification of the mean velocity, accumulated distance, euclidean distance, and deflexion angle of mouse neutrophil chemotaxis toward the f-MLF gradient in (A). Each data point represents an individual cell, student's t-test.

(F-G) Representative images (F) and quantification (G) of spreading of DMSO or AR42 pretreated neutrophils on poly-lysine pre-coated-slides (N = 100). Scale bar = 20 μm. Each data point represents an individual cell, student's t-test.

Error bars represent mean $\pm$ SD. ns, not statistically significant. The experiments in (A-G) were repeated three times.

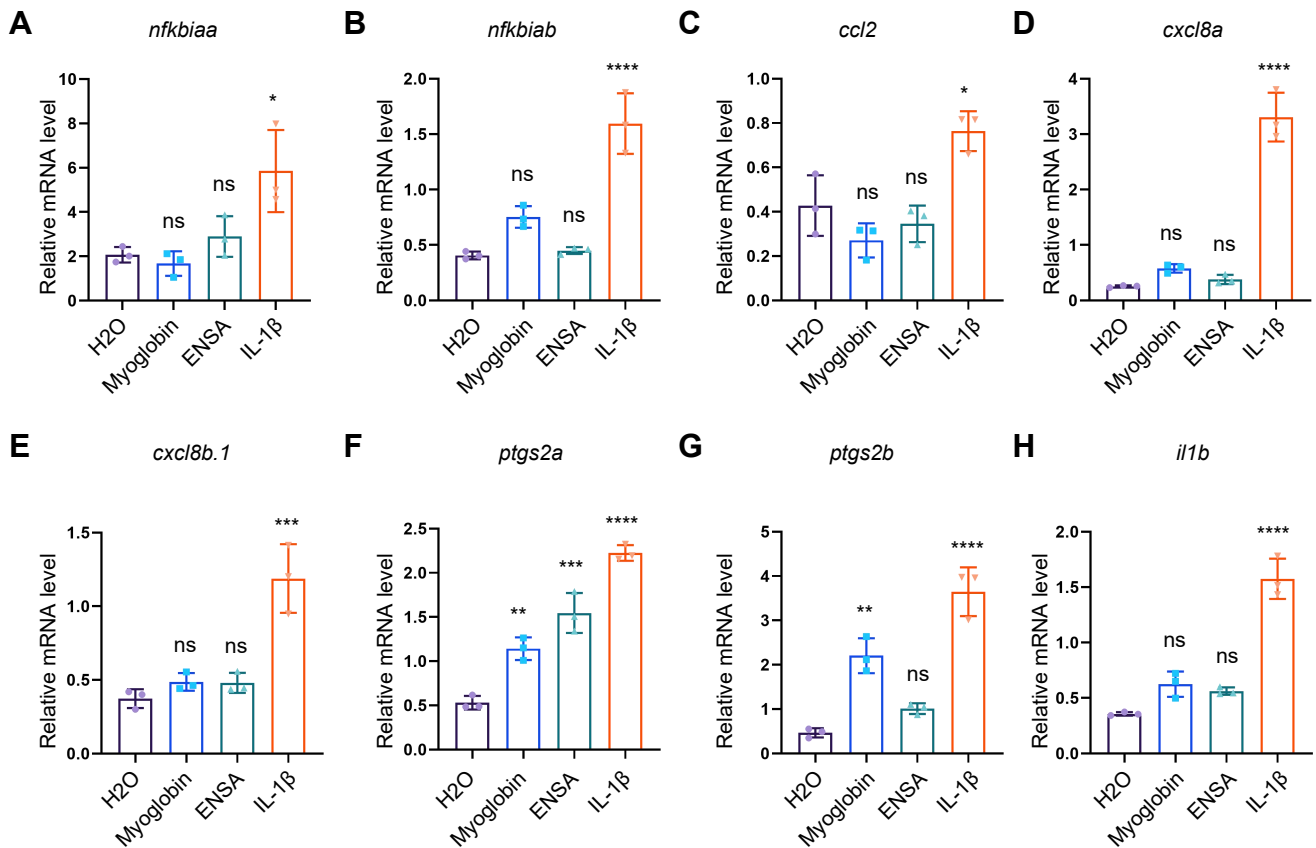

Fig. S6. Recombinant human protein IL-1 β rather than Myoglobin or ENSA activates IL-1 signaling in zebrafish.

(A-H) qRT-PCR analysis of the expression level of *nfkb1aa*, *nfkb1ab*, *ccl2*, *cxcl8a*, *cxcl8b.1*, *ptgs2a*, *ptgs2b* and *il1b* in 3-dpf Wild-type zebrafish embryos injected with 1 nL H2O or human recombinant proteins including Myoglobin, ENSA, IL-1 β (0.1mg/mL) into the otic vesicle. Each data point represents a biological replicate, One-Way ANOVA (Tukey's test). Each recombinant protein group was individually compared with the H2O group. Error bars represent mean $\pm$ SD. **p < 0.01, ***p < 0.001, ****p < 0.0001. ns, not statistically significant. The experiments in (A-H) were repeated three times.

Table. S1. Classification of 41 inhibitors of proteases and PTM enzymes that significantly inhibited neutrophil recruitment in zebrafish.

Data were analyzed using One-way ANOVA (Dunnett's test). **** $p \leq 0.0001$, *** $p \leq 0.001$, ** $p \leq 0.01$, * $p \leq 0.05$.

No.	Classification	Name	Target	Statistical significance
1	HDAC Inhibitors	Panobinostat	HDACs	****
2		MS344	HDACs	****
3		TMP269	Class IIa HDACs	****
4		Belinostat	HDACs	*
5		Parthenolide	HDAC1	****
6		Scriptaid	HDACs	****
7		TMP195	Class IIa HDACs	**
8		AR42	HDACs	****
9		Quisinostat 2HCL	HDACs	****
10		Splitomicin	Class III HDACs	****
11	Virus Inhibitors	Atazanavir sulfate	HIV Protease	*
12		Diphyllin	HIV Protease	***
13		Tenofovir alafenamide fumarate	HIV Protease	*
14		Paritaprevir	HCV Protease	**
15		Asunaprevir	HCV Protease	*
16		Mizoribine	HCV Protease	**
17	Caspase-related Inhibitors	PAC1	Caspase-3	**
18		Z-IETD-FMK	Caspase-8	**
19	PARP Inhibitors	Iniparib	PARP	*
20		Z-VAD-FMK	PARP	**
21	Proteasome Inhibitors	PI1840	Proteasome	***
22		Bortezomib-pinanediol	Proteasome	****
23	Gamma-secretase Inhibitors	RO4929097	Gamma-secretase	*
24		Avagacestat	Gamma-secretase	***
25	Tyrosinase Inhibitors	4-Butylresorcinol	Tyrosinase	*
26		Hexylresorcinol	Tyrosinase	**
27	Cysteine Protease Inhibitors	MG101	Cysteine Protease	*
28		2-cyano-Pyrimidine	Cysteine Protease	*
29	Others	Racecadotril	Neprilysin	***
30		Tanshinone IIA	VEGF / VEGFR2	**
31		P22077	USP7 / USP47	***
32		Licochalcone A	UGTs	**
33		ML281	STK33	****
34		IMR1	Notch	**
35		Betrixaban	Factor Xa	*
36		Teneligliptin hydrobromide	β 2AR	*
37		Trelagliptin	DPP-4	*
38		Benzenesulfonamide	Carbonic Anhydrase	*
39		Dexibuprofen	COX	*
40		Calycosin	N/A	**
41		Glucosamine	N/A	*

Table. S2. RNA-seq Analysis softwares and codes.

Analysis Step	Software	Version	Description	Parameter
Raw data clean	Trimmomatic	version 0.36	Filter out the adaptor and low quality reads	ILLUMINACLIP:{adaptor.fa}:2:30:10 -phred33 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 HEADCROP:0 MINLEN:36 PE
Clean data mapping	STAR	version 2.5.3a	mapping the reads to the genome	--outSAMtype BAM SortedByCoordinate
Gene expression calculation	featureCounts	Version 1.5.1	calculate the reads count for each gene	-T 10 -d 30 -D 1000 -C -s 1 -t {exon} -g {geneid} -primary -O -a {gff_annotation_file}
Differential expression analysis	edgeR	Version 3.12.1	Differential expression analysis	pvalue<0.05, log2foldchang >1
GO and KEGG enrichment	Kobas	Version 2.1.1	GO and KEGG enrichment	annotate.py: -t fasta:nuc -i -s -o, identify.py: -d K -f -o -p 0.05

Table. S3. RNA-seq data.

The Excel table file includes all the up-regulated and down-regulated genes and fpkm values in all samples.

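The copy at hand holds the first 803 of the 29445 gene rows of the FPKM sheet of Table S3. For 802 of these genes, FPKM computed from the deposited counts, gene length and library totals was within 0.5% of the listed value in 12832 of 12832 values. No set of genes was tested on this copy.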

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050056#supplementary-data>

Table. S4. The primer sequences for qRT-PCR.

Primer	Sequence(5'-3')
Zebrafish <i>tuba1a</i>	CCTGCTGGGAAGTGTATTGT
	TCAATGAGTTCCTTGCCAAT
Zebrafish <i>il1b</i>	CATTTCAGGCCGTCACA
	GGACATGCTGAAGCGCACTT
Zebrafish <i>cxcl8a</i>	GTCGCTGCATTGAAACAGAA
	CTTAACCCATGGAGCAGAGG
Zebrafish <i>cxcl8b.1</i>	CCACACACACTCCACACACA
	CCACTGAATTGTCCTTTCATCA
Zebrafish <i>cxcl8b</i>	TGCCAGTGTGAAGAGTCATC
	TCGCAGTTTGGTCTTTTAGGG
Zebrafish <i>ptgs2a</i>	TGGATCTTTCTGGTGAAGG
	GAAGCTCAGGGTAGTGCAG
Zebrafish <i>ptgs2b</i>	GGGAGTCGCAGGTAAGAAAG
	GTGAGTAAATGTTGGGCGAAG
Zebrafish <i>nfkbiaa</i>	CCTTGCCATCATTACAGAGG
	CTTTGCGTCTACATCTGCCC
Zebrafish <i>nfkbiab</i>	GCGGGTTGGATTCTGTTAAAAG
	CGTGGATAATGGCGAGATGTAG
Zebrafish <i>ccl2</i>	GTCTGGTGCTCTTCGCTTTC
	TGCAGAGAAGATGCGTCGTA

How the deposited data were processed for this re-analysis (not part of the article)

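RNA of tail tissue posterior to the cloaca was sequenced from wild-type zebrafish larvae at 3 dpf in 4 groups of 4 libraries: DMSO, AR-42 (10 μM for 1 h), DMSO_TFA and AR-42_TFA. The authors prepared stranded mRNA libraries, sequenced pairs of 150 bp, trimmed them with Trimmomatic 0.36 and aligned them with STAR 2.5.3a. They counted reads over exons with featureCounts, with the strand option set, primary alignments only and reads that overlap several genes counted for each. The deposited table gives counts per gene with no normalization by the authors, for 31325 genes with their coordinates and exon length. The notes with the data name GRCz10 and a human build; scaffold names and coordinates of the table are those of a zebrafish assembly. 2 names occur more than once in the table and were kept apart.

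CPM, log2 fold changes and tests were computed from the counts in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, which left 20355, and libraries were scaled by TMM. All 16 libraries were fitted in 1 quasi-likelihood model with a coefficient per group, and p-values were adjusted by the Benjamini-Hochberg method. Standard errors of log2 fold changes were Wald errors from the fitted model, at least as large as those of Poisson counts. The common dispersion was 0.000693, a coefficient of variation of 2.63% between libraries. Comparisons were AR-42_TFA with DMSO_TFA, DMSO_TFA with DMSO, AR-42 with DMSO, AR-42_TFA with AR-42, and the interaction, that is the difference between the responses to amputation with and without AR-42. Genes were counted at an adjusted p under 0.05 and at the thresholds of the study, which add a fold change over 2. FPKM was computed as counts per kb of exon length and 1e+06 counts of the library. Folds relative to tuba1a were ratios of CPM to the CPM of tuba1a, divided by the mean of the reference group. Ratios of counts carry exact 95% intervals, which, like the floor of 3 counts, cover counting error only and not the spread between libraries or larvae. Single genes were also compared by exact permutation of 4 against 4, whose smallest p is 0.0286.

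Gene lists for cytokines, chemokines and receptors, signaling pathways, cell types, stress responses and the clock were fixed before the data were examined. They were tested by camera on voom values with a preset correlation of 0.01 between genes, and again with an estimated correlation. Members of a list were counted after adjustment over all genes and over the list alone. For the AR-42_TFA with DMSO_TFA comparison, the calls lost with an estimated correlation are given beside the preset ones. Over-representation among genes past the study's thresholds was tested by Fisher's exact test against the 20355 genes tested. Named genes were those the study names for its RNA-seq, whose values in the figures had been seen, the 10 largest rises and falls per comparison and the 4 largest changes in each list. For the largest rises and falls a mean of at least 1 CPM and separate groups were required, and clone names were left out. A gene outside these rules is said to be chosen after its value was seen.

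The procedure was tested on simulated counts. Of genes changed by a fold of 1.25, 1.5, 2 and 4, 50 each, 66%, 88%, 100% and 100% were recovered among 19918 genes. 190 genes were called, 13 of them unchanged, and a comparison without change gave 0 calls. Alternatives were DESeq2 size factors, library totals only, no low-count filter, DESeq2's Wald test, edgeR's exact test, the 8 libraries of a comparison alone, a term for the replicate number, each library left out and, added after the values were seen, a filter of at least 1 CPM in 4 libraries. Replicate numbers did not pair the libraries: after removal of group means, correlations between libraries of equal number ranged from -0.0207 to 0.0368, and 6 of 16 libraries were closest to one of their own number. GO and KEGG terms were not tested because no annotation was at hand, and qRT-PCR, imaging and mouse experiments have no deposited values here.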

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

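The tests of the spread between libraries, of counting noise, of leukocyte markers and of a single factor for the response, and the mean effect in intact tails, were chosen only after the results were seen; those of parents by chromosome 4 and of scaling were chosen before.

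Libraries of a group lay close together. The mean chi-square per gene reached 1.32 among pairs without AR-42_TFA replicate 1 and 5.42 among all pairs within a group, and over genes of more than 2000 counts in the pair, where counting noise weighs least, it was 1.33 to 3.27 in the former. Libraries made from 1 pool of RNA per group may give such values, with AR-42_TFA replicate 1 prepared apart, and so may separate pools of many larvae. These cannot be told apart, because the number of larvae per library is not given and no value between pools is known. No biological explanation was tested, and if the pools were shared, the p-values do not cover differences between larvae.

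Of the 31325 genes counted, before the low-count filter, 8 were near 0 in the DMSO group alone. They had at most 3 counts over its 4 libraries and at least 20 in each other group. CR788316.1 had 0 counts in the DMSO group and 511, 467 and 514 in the AR-42, DMSO_TFA and AR-42_TFA groups, at least 148-fold higher in the AR-42 group against a floor of 3 counts over the group; the others were CR788316.2, CR788249.1, CR788249.4, mchr1b, CR936408.1, ch211-261n11.8 and CABZ01059421.2. Counting noise is argued against, since 0 genes were near 0 in 1 of the other groups alone by the same limits. Larvae of other parents in the DMSO group may explain it. Chromosome 4, which differs much between zebrafish lines, was examined among genes past the study's thresholds. Its odds ratio was 0.823 (95% interval 0.585-1.13) in DMSO_TFA with DMSO and 3.80 (2.97-4.83) in AR-42 with DMSO. It was 2.74 (1.86-3.94) in AR-42_TFA with DMSO_TFA, which holds no DMSO library. The outcome set beforehand as speaking against other parents was an odds ratio of 1 or lower in DMSO_TFA with DMSO, which 0.823 met. That rule took no account of the interval, which spans 1, and the other comparisons differ by the drug as well. Other parents therefore cannot be told apart from none. A shared response of these genes to the drug and to amputation stays open, untested.

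The response to amputation was weaker with AR-42. The median log2 fold change of 53 leukocyte markers in AR-42_TFA with DMSO_TFA was -0.02 (-0.0151, median absolute deviation 0.228). That of the 6 cytokines was -1.31. This argues against fewer leukocytes in the tail tissue as the whole cause of the lower cytokines, though not against a loss of a small activated share of them. Movement of leukocytes within the tail would not show in these markers. In the interaction 7 of 17 neutrophil markers were lower and 0 higher (camera adjusted p = 0.0077). Of 17 macrophage markers 4 were lower and 1 was higher (camera adjusted p = 0.657). In intact tails AR-42 raised 7 of the 17 neutrophil markers and lowered 0 (median 0.25). Their median in AR-42_TFA with DMSO_TFA was -0.04, so much of the neutrophil interaction lay in intact tails. A smaller rise of neutrophils with AR-42 stays open as a part, untested. For a smaller wounded share of the tissue, 69% of the 520 (359) lay below 0 in AR-42_TFA with DMSO_TFA and 65 were higher. The limit used, 75%, was itself set after the values were seen and lies close to 69%. This cannot decide, because AR-42 raised 336 of the 520 in intact tails, which could leave genes unlowered under such a share. In the interaction 378 were lower and 10 higher, and this explanation stays open. The choice of TMM over library totals is argued against, since 93.7% of the 378 genes called lower in the interaction (354) stayed so with library totals only. That choice shifted the interaction by a median of 0.0965, small beside the mean of -1.025 for the 520. Both scalings are relative to the counts of a library, so a change in total RNA was not tested. Higher levels with AR-42 in intact tails, which came from separate larvae, made up the larger share. The mean effect of AR-42 on the 520 was 0.73 there and -0.29 in amputated tails. The 520 were chosen partly on the DMSO libraries and would carry any difference in the larvae of that group. In intact tails 29 of 33 epidermis markers were higher with AR-42 and 22 of 34 neuron markers lower. A different tissue make-up of these tails stays open, as does a delayed response, both untested.

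AR-42_TFA replicate 1 lay far from its group in total counts (17672844), percent of mitochondrial counts (1.823) and TMM factor (1.0081). il11a lay apart in AR-42 replicate 2 (0.0856 CPM, a gene without counts in the other 3) and in AR-42_TFA replicate 4 (0.905 CPM). These 5 came from 40 sets of 4 libraries examined, at a chance of about 5% each. The response to amputation differed with AR-42 for 2267 genes upward and 3258 downward, for il1b (-0.97, adjusted p = 0.000251) and for cxcl8b.1 (-1.65, adjusted p = 0.00274), from edgeR's quasi-likelihood test. il11b, which the paper does not discuss, fell in the AR-42_TFA group (log2 fold change -4.22, adjusted p = 9.15e-08 from the same test). AR-42 without amputation, a comparison that the paper's text does not discuss, moved 478 genes past the study's thresholds. Among these intact tails, 29 of 33 epidermis markers were higher (camera adjusted p = 7.45e-29). In amputated tails, 79 of 82 ribosomal protein genes were lower with AR-42. The camera adjusted p was 2.14e-57 with the preset correlation of 0.01, and 0.00103 with the estimated one of 0.15.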

How the results depend on the processing

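The filter of at least 1 CPM in 4 libraries and the ratio of FPKM without a reference gene were chosen only after the results were seen; the other alternatives were chosen before. The log2 fold changes of the 6 cytokines kept their direction and their side of the threshold in DMSO_TFA with DMSO and in AR-42_TFA with DMSO_TFA under each alternative chosen before. Of the added ones, the filter of at least 1 CPM in 4 libraries drops il6, while il11a, cxcl8a and cxcl8b.1 still passed the study's thresholds in AR-42_TFA with DMSO_TFA; il1b and cxcl18b lay under their 2-fold limit without it as well. Of the alternative values for named genes, 21259 were the same, 822 weaker and 8 reversed; of list tests, 2234 were the same, 98 stronger, 43 weaker and 5 reversed; of over-representation tests, 61 were the same, 1 stronger, 2 weaker and 6 reversed; and of control gene folds, 37 were the same and 5 moved. Depth limits il11a, il11b, lepb and il6, which had few counts before amputation.

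With no low-count filter, 127 genes were higher in AR-42_TFA with DMSO_TFA at the study's thresholds (79 otherwise), and the lower genes were 441 in DMSO_TFA with DMSO (287), 321 in AR-42 with DMSO (174) and 390 in AR-42_TFA with AR-42 (256). With at least 1 CPM in 4 libraries, 48 were higher and 89 lower (79 and 159). il11a was then number 8, and number 67 with no filter; leaving out 1 library gave 12 to 41. By library totals, 2721 genes rose and 7293 fell in DMSO_TFA with DMSO, 4141 were higher in the interaction, and about 1.8e+02 of these passed the study's thresholds (110 otherwise, and 65 with DESeq2's Wald test), and 581 genes were both higher after amputation and lower with AR-42. A term for the replicate block gave 241 genes past the study's thresholds in place of 238. Among genes of at least 10 CPM, the responses with and without AR-42 had an r of 0.7013 and a slope of 0.5696. The cause was not tested.

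Folds in DMSO_TFA over DMSO depended on the reference. Scaled by TMM only they were 47.13 for il11a, 19.48 for il1b, 7.329 for cxcl8a, 28.38 for cxcl8b.1 and 12.55 for cxcl18b. Scaled to actb1 they were 33.67, 13.93, 5.242, 20.29 and 8.982, with 7.018 for il6, and by library totals 43.09, 17.85, 6.717, 25.97 and about 12, with 9.009 for il6. Leaving out 1 library gave 44.77 to 134.9 for il11a (highest without DMSO replicate 4), 22.87 to 26.04 for il1b, 9.541 to 24.26 for il6 (highest without DMSO replicate 1), 8.894 to 9.999 for cxcl8a, 31.51 to 50.25 for cxcl8b.1 and 14.77 to 18.29 for cxcl18b. il1b in the DMSO_TFA group was 9.23 FPKM with TMM library sizes. The cause was not tested.

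By library totals, log2 fold changes reversed for myhz1.1 (0.0003336) in AR-42_TFA with DMSO_TFA, and in DMSO_TFA with DMSO for col9a1b (-0.06494), pik3r1 (-0.03031), rpl38 (-0.02436), mt-co2 (-0.02026), krtt1c19e (-0.063) and pfkfb4b (-0.01831); histh1l reversed in the interaction (0.01048).

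The rotation test fry of limma, which does not compare a list with other genes, gave the other direction for epidermis markers in DMSO_TFA with DMSO (adjusted p = 0.00202), muscle markers in AR-42 with DMSO (adjusted p = 0.0483) and in the interaction (adjusted p = 2.07e-07), and trunk organ markers in AR-42 with DMSO (adjusted p = 9e-06) and AR-42_TFA with AR-42 (adjusted p = 5.77e-06). With an adjusted p as the only threshold, lists that lacked members among the lower genes were over-represented there by Fisher's exact test: epidermis (adjusted p = 0.00117), muscle (adjusted p = 2.29e-06), erythrocyte (adjusted p = 0.00977), heat shock (adjusted p = 6.79e-05), ribosomal (adjusted p = 2.07e-57) and mitochondrial genes (adjusted p = 0.00014). For the reversed signs the cause was not tested.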

Differences from the paper's values

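Table S3 of the paper lists 138 genes past the study's thresholds in AR-42_TFA with DMSO_TFA, and the counts gave 238. Of the alternatives set before the data were examined, edgeR's exact test (187) and a fit of only the 8 libraries compared (188) came within a factor of 1.5, and both still exceeded 138. DESeq2 size factors (233), library totals only (231), no low-count filter (358), DESeq2's Wald test (219), a replicate block (241) and fits with each library left out did not. A filter of at least 1 CPM in 4 libraries, chosen after seeing the values, gave 137, of which 136 are among the 238. It drops 2 of the 24 genes the study names that pass its thresholds, il6 and dkey-276j7.2.

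In Fig. 5D, read by eye, gapdh and actb1 stand at about 1 in the paper. Relative to tuba1a they were 1.67±0.0595 and 1.79±0.0368. Of the alternatives set before the data were examined, scaling by TMM only (1.307 and 1.398) came within a factor of 1.5 for both, and scaling to actb1 did so for gapdh (0.9349). Library totals only, a ratio of FPKM without tuba1a that was chosen after seeing the values and drops 0 of the genes in the figure, gave 1.198 and 1.281. The same ratio gave 43.1 for il11a, 17.8 for il1b, 9.01 for il6, 6.72 for cxcl8a and 26.0 for cxcl8b.1, where the bars of the paper's Fig. 5D stand at about 43, 18, 9, 6.8 and 26, read by eye. Relative to tuba1a, as the legend describes, they were 59.7, 24.8, 12.72, 9.35 and 36.2.

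The paper places il11a in its leading group of downregulated genes. By fold it was number 18 of 159 genes, 11 without clone names, 67 with no low-count filter and 8 under the filter of at least 1 CPM in 4 libraries, which was chosen after seeing the values. In the paper's Fig. 5F, il11a and il6 are marked as not significant. The paper describes il11a as downregulated in Fig. 5A, and il6 as significantly lowered with AR-42 in Fig. 5E. By edgeR's quasi-likelihood test il11a and il6 were lower in the AR-42_TFA group, with adjusted p = 1.33e-06 for il11a and adjusted p = 0.0039 for il6. Fig. 5F states another test, a two-way ANOVA on FPKM.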

Other observations

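The tests of overlap with shared controls, of lists and of other splits were planned; the genes of chromosome 4 in the comparisons with AR-42 were examined only after their values were seen. In intact tails, AR-42 raised epidermis markers: 29 of 33 were higher and 4 did not pass edgeR's quasi-likelihood test (29 higher and 1 lower when adjusted over the list alone). epcam, an adhesion gene of epithelia, rose from 146±2.97 to 269±3.81 CPM (log2 fold change 0.88 (s.e. 0.0250, adjusted p = 4.34e-28) from that test), and pkp3a, a desmosome gene, from 56.3±1.47 to 105±2.23 CPM. Epithelial transcription factors ovol1 (1.72) and elf3 (1.58) were among the 10 with the largest rise. In amputated tails the epidermis list had 9 higher and 14 lower (11 and 15 when adjusted over the list alone; camera adjusted p = 0.0508), and its response to amputation with AR-42 was lower for 26 of 33. Neuron markers were lower in intact tails for 22 of 34, among them elavl3 (-0.40), an RNA-binding protein gene of neurons (23 when adjusted over the list alone; camera adjusted p = 7.06e-08). In amputated tails 8 of 34 were lower (8 when adjusted over the list alone; camera adjusted p = 0.0873), led by gap43 (-0.20), a growth cone gene. Notochord markers changed sign. In intact tails 11 of 17 were lower, among them col2a1a (-0.50), a collagen of the notochord sheath, and ntd5, sox9a and sox9b were higher (11 and 3 when adjusted over the list alone; camera adjusted p = 1.37e-06). In amputated tails 12 were higher, led by sox9b (0.69), and col2a1b was lower (12 and 1 when adjusted over the list alone; camera adjusted p = 5.58e-08), and the interaction was upward for 12 (camera adjusted p = 2.98e-16).

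In amputated tails AR-42 raised 17 of 26 fin fold and mesenchyme markers, among them twist1a (0.90) and prrx1b (0.70), transcription factors of fin mesenchyme, and lowered sp9, postnb, and3, col1a2 and col1a1b (17 and 5 when adjusted over the list alone; camera adjusted p = 1.03e-06, and adjusted p = 0.0733 with an estimated correlation). Of 25 vessel markers, 10 were higher, led by etv2 (0.72) and the VEGF receptor gene kdr (0.51), and sox7 and tek were lower (10 and 2 when adjusted over the list alone; camera adjusted p = 0.0313, and adjusted p = 0.118 with an estimated correlation). Muscle markers had 19 of 34 lower, such as pvalb2 (-0.23), and 7 higher, such as ryr1b (0.27) (19 and 9 when adjusted over the list alone; camera adjusted p = 0.0189), but by library totals 11 were lower and 10 higher. Erythrocyte markers had 9 of 21 lower, with hbbe3 (-0.37), a globin gene, and slc4a1a, gata1a and sptb higher (9 and 4 when adjusted over the list alone, and 7 and 4 by library totals; camera adjusted p = 0.0508). Pigment cell markers had 6 of 22 higher, with tyrp1b (0.47), and pts lower (8 and 2 when adjusted over the list alone; camera adjusted p = 0.203), and of 10 trunk organ markers fabp2, cdh17 and rbp4 were lower (3 when adjusted over the list alone; camera adjusted p = 0.258). Clock genes had 25 of 38 higher, led by rorca (1.12) and dbpb (0.96), with nr1d1, cry1ba, cry1bb, cry1aa and nr1d2a lower (26 and 5 when adjusted over the list alone; camera adjusted p = 1.81e-08). Glucocorticoid targets had 9 of 20 higher, led by ddit4 (0.80), a brake on mTOR signaling, and errfi1a and klf9 lower (9 and 2 when adjusted over the list alone; camera adjusted p = 0.0189). Genes known to respond to HDAC or BET inhibitors had 16 of 25 higher, led by gadd45ba (0.71), a DNA damage response gene, with klf4, txnipa and h1f0 lower (16 and 3 when adjusted over the list alone; camera adjusted p = 0.00122). Of 18 genes of HDACs and sirtuins, hdac6 and hdac7b were higher and sirt1 and sirt3 lower (0 higher and 2 lower when adjusted over the list alone, the tool being edgeR; camera adjusted p = 0.37).

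Among stress responses in amputated tails, heat shock and protein stress genes had 17 of 35 lower with AR-42 and ddit3 and hspd1 higher (18 and 2 when adjusted over the list alone; camera adjusted p = 3.61e-08). hsp70l, an inducible chaperone gene, fell from 106±3.03 to 77.8±1.54 CPM. Nrf2 and oxidative stress genes had 10 of 23 lower, led by hmox1a (-1.09), a heme oxygenase gene, and 6 higher, led by nfe2l2b (0.64) (11 and 6 when adjusted over the list alone; camera adjusted p = 0.216). Hypoxia and glycolysis genes had 15 of 37 higher, such as pfkfb4b (0.69), and 8 lower, such as igfbp1a (-0.62) (18 and 9 when adjusted over the list alone, and 18 and 5 by library totals; camera adjusted p = 0.027, and adjusted p = 0.0733 with an estimated correlation). Ribosomal protein genes had 79 of 82 lower, such as rplp2 (-0.44), and 1 higher, rps6kal, a kinase gene by its name (79 and 1 when adjusted over the list alone). For the ribosomal protein genes list test, AR-42_TFA vs DMSO_TFA, the camera adjusted p was 3.83e-80 without AR-42_TFA replicate 1, at the preset correlation. With all libraries and the estimated correlation of 0.15 it was 0.00103. Transcripts of the mitochondrial genome had 9 of 13 lower, such as mt-nd6 (-0.28), and mt-nd4l higher (10 and 1 when adjusted over the list alone; camera adjusted p = 8.28e-06, and adjusted p = 0.0928 with an estimated correlation). AR-42_TFA replicate 1 ran against this fall, with 1.823% of counts from the mitochondrial genome where the DMSO_TFA libraries had 1.73% to 1.743% and the other AR-42_TFA libraries 1.578% to 1.61%. Histone genes had 6 of 15 lower, such as h2afx (-0.48), and h2afvb, h3f3d, h3f3a and h1fx higher (6 and 4 when adjusted over the list alone; camera adjusted p = 0.196), with a median of -0.03, or 0.01 by library totals.

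Genes of chromosome 4, which holds many zinc finger genes, passed the study's thresholds in AR-42 with DMSO more often than others, with 92 of 1264 (7.28%) against 2.02% elsewhere (odds ratio 3.80, 95% interval 2.97-4.83, Fisher's exact p = 9.16e-23), 66 of them lower. In AR-42_TFA with DMSO_TFA they were 36 (odds ratio 2.74, 1.86-3.94, Fisher's exact p = 8.61e-07), 34 of them lower. Lower in both comparisons, which share no library, were 14, where 1.78 are expected by chance (exact p = 1.71e-10). Of 115 genes there named znf, 17 and 16 were lower, such as znf1084 (-1.34 and -1.20). These genes are similar in sequence and reads can be shared among them.

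Both higher after amputation and lower with AR-42 were 1091 genes (581 when scaled by library totals), where independent lists would share 727.2 at the scaling that gave 1091. The DMSO_TFA libraries stand in both comparisons. Simulated unchanged groups shared 0, which follows from their lack of called genes and does not bear on this overlap. The log2 fold changes of both comparisons had a correlation of -0.202, against -0.506 in the simulated groups, and a covariance of -0.031, against -0.0115. With the DMSO_TFA libraries divided between the comparisons in 6 ways, 737 to 766 genes were shared where independent lists would give 451 to 471.2. When the libraries of each comparison were divided in 35 ways, only 1 division, the real one, called as many genes. It called 6702 in AR-42_TFA with DMSO_TFA (highest other 51) and 8618 in DMSO_TFA with DMSO (0). It called 8964 in AR-42 with DMSO (0) and 8215 in AR-42_TFA with AR-42 (1). Divisions that mix the groups put their difference into the spread within groups, which favors few calls. Chance differences between pools of larvae, if the libraries of a group share 1 pool, are not covered. For the interaction the real division gave 5525, the largest of 100, and the highest other 3226. Across 20355 genes, the effect of AR-42 with amputation had a Pearson's r of 0.346, a Spearman's rho of 0.337 and a slope of 0.267 on the effect without it.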
